# Tuft Cell Formation Reflects Epithelial Plasticity in Pancreatic Injury: Implications for Modeling Human Pancreatitis

**DOI:** 10.3389/fphys.2020.00088

**Published:** 2020-02-14

**Authors:** Kathleen E. DelGiorno, Razia F. Naeem, Linjing Fang, Chi-Yeh Chung, Cynthia Ramos, Natalie Luhtala, Carolyn O’Connor, Tony Hunter, Uri Manor, Geoffrey M. Wahl

**Keywords:** tuft cells, Dclk1, pancreatitis, metaplasia, mouse models

## Abstract

Chronic pancreatitis, a known risk factor for the development of pancreatic ductal adenocarcinoma (PDA), is a serious, widespread medical condition characterized by inflammation, fibrosis, and acinar to ductal metaplasia (ADM). ADM is a cell type transdifferentiation event where pancreatic acinar cells become ductal-like under conditions of injury or oncogenic mutation. Here, we show that chronic pancreatitis and ADM in genetically wild type mice results in the formation of a significant population of chemosensory tuft cells. Transcriptomic analyses of pancreatitis tuft cells identify expression of inflammatory mediators, consistent with a role for tuft cells in injury progression and/or resolution. Though similar to tuft cell populations in other organs and disease systems, we identified a number of key differences that suggest context-specific tuft cell functions. We evaluated seven different mouse strains for tuft cell formation in response to chronic injury and identified significant heterogeneity reflecting varying proclivity for epithelial plasticity between strains. These results have interesting implications in the role of epithelial plasticity and heterogeneity in pancreatitis and highlight the importance of mouse strain selection when modeling human disease.

## Introduction

Pancreatitis, the third leading cause of gastrointestinal-related hospitalizations, is a serious medical condition characterized by inflammation of the exocrine pancreas. Major risk factors include gallstones and alcohol abuse; however, pancreatitis can also result from use of certain medications, autoimmune diseases, infection, trauma, metabolic disorders, surgery, or mutations in genes associated with digestive enzymes (such as *Prss1*) (Whitcomb, 2013). Pancreatitis presents in either an acute or chronic form. Acute pancreatitis is a painful, short-term condition with sudden onset that typically resolves within a few days following treatment, but can be fatal in severe cases associated with multi-organ failure (Murtaugh and Keefe, 2015; Yang and Forsmark, 2017). By contrast, chronic pancreatitis is largely asymptomatic, occurs gradually, and is typically diagnosed only after the presentation of complications. In its chronic form, pancreatitis is characterized by persistent inflammation, fibrosis, and acinar cell metaplasia and results in permanent pancreatic damage (Murtaugh and Keefe, 2015). Repeated episodes of acute pancreatitis can progress to chronic pancreatitis. While both forms carry a risk of mortality, they can also lead to other serious conditions. For example, chronic pancreatitis is a known risk factor for pancreatic ductal adenocarcinoma (PDA), currently the third-most common cause of cancer-related death in the United States (Pinho et al., 2014; Siegel et al., 2019).

The exocrine compartment of a healthy pancreas is comprised largely of acinar cells, which produce and secrete digestive enzymes and ductal cells, which transport these enzymes to the duodenum. Under conditions of chronic injury or oncogenic mutation, differentiated acinar cells undergo metaplasia, or a morphological remodeling, to form ductal-like cells expressing developmental factors, thought to represent a facultative progenitor population (Storz, 2017). This acinar to ductal metaplasia (ADM) is a reversible process thought to play a role in tissue healing and regeneration after injury (Storz, 2017). In the presence of persistent oncogenic *Kras^*G*12*D*^* expression, however, metaplastic cells are no longer able to re-differentiate to acinar cells, and instead progress to pancreatic intraepithelial neoplasias (PanINs) and PDA (Storz, 2017).

We previously showed that *Kras^*G*12*D*^*-induced ADM is characterized by substantial cellular heterogeneity, including a significant population of tuft cells (Delgiorno et al., 2014). Tuft cells are solitary chemosensory cells found in the hollow organs of the respiratory and digestive tracts and can be identified by their large microvilli and deep actin rootlets in the supranuclear cytoplasm (Sato, 2007). Tuft cell formation has been identified in response to tissue injury and tumorigenesis in a number of organs including the colon, lung, and stomach (Filippenko, 1981; Gerbe et al., 2011; Saqui-Salces et al., 2011). Tuft cells are associated with human pancreatitis, but have not previously been identified in genetically wild-type mouse models of pancreatic injury (Delgiorno et al., 2014).

Despite the discovery of this striking cell type in 1956, little functional data existed until recently (Jarvi and Keyrilainen, 1956; Rhodin and Dalhamn, 1956). Several groups have independently shown that intestinal tuft cells sense and repel parasite infection through the expression of succinate receptor 1 and secretion of cytokine IL-25 (Gerbe et al., 2011; Howitt et al., 2016; von Moltke et al., 2016; Lei et al., 2018; Nadjsombati et al., 2018; Schneider et al., 2018). Further, thymic tuft cells have been shown to play a role in the development and polarization of thymic invariant natural killer T cells (Bornstein et al., 2018; Miller et al., 2018). While these data demonstrate a role for tuft cells in mediating inflammation, their role in tissue injury represents a substantial knowledge gap.

In contrast to the intestines and thymus, the murine pancreas is normally devoid of tuft cells. Rather, pancreatic tuft cells emerge in response to expression of tumor-initiating mutations (Bailey et al., 2014; Delgiorno et al., 2014). Despite this unexpected discovery, we previously lacked the genetic tools and mouse models to properly study tuft cell function in the pancreas. This led tuft cell function to be predicted largely on the basis of transcriptomic and protein expression studies done in the intestines. For example, in intestines, high expression of the tubulin kinase Dclk1 is largely restricted to tuft cells (Gerbe et al., 2011). In the pancreas, however, Westphalen et al. (2016) have shown by lineage tracing with BAC transgenic Dclk1-CreERT mice that Dclk1 labeling is not tuft cell-restricted as it also labels acinar and ductal cells. This is consistent with acinar cell plasticity and the reliance of the pancreas on metaplasia to heal. Intermediate cell types that exhibit acinar and ductal characteristics are generated during metaplasia and preclude the use of a single marker for tuft cell identification.

Here, we demonstrate that tuft cell formation occurs during ADM in response to chronic injury in multiple strains of genetically wild type mice. We characterize this pancreatitis tuft cell population using a combination of histology, fluorescence and electron microscopy, and molecular strategies. Transcriptomic characterization of pancreatitis tuft cells reveals both similarities and differences to those found in other organs and disease systems. Our data demonstrate that tuft cell formation is a normal part of pancreatic injury and suggest a role in recovery. Interestingly, we found tuft cell formation and loss of acinar identity to be strain-specific. We have found that a proportion of human pancreatitis cases are characterized by tuft cell formation (Delgiorno et al., 2014). Therefore, these data highlight the importance of using the appropriate mouse strain and conditions to more accurately model the human condition.

## Materials and Methods

### Animal Strains

Mice were housed in accordance with NIH guidelines in Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC)-accredited facilities at the Salk Institute for Biological Studies. The Institutional Animal Care and Use Committee at the Salk Institute approved all animal studies. C57BL/6J mice were either purchased from The Jackson Laboratory or bred in-house. Eight-weeks-old DBA/2, Swiss Webster, BALB/c, and FVB mice were purchased from Charles River Laboratories. CD-1 mice were either purchased from Charles River Laboratories or bred in-house. Eight-weeks-old 129S6 mice were purchased from Taconic Biosciences. *Ptf1aCre*^*ERTM/+*^ and *Rosa*^*YFP*^ strains have been previously described and were purchased from The Jackson Laboratory (Pan et al., 2013). FLARE25 (*Il25^*F*25/F25^*) mice (C57Bl/6J strain) were generously provided by the Locksley (University of California at San Francisco, CA, United States) and von Moltke (University of Washington, WA, United States) laboratories and were bred to the CD-1 mouse strain (von Moltke et al., 2016). F1 mice were used for experiments.

### Pancreatitis Induction

Pancreatitis was induced by intraperitoneal (IP) injection of caerulein (Bachem). One cycle includes twice daily treatment, 5 days a week at 125 μg/kg with 2 days recovery. Mice in Supplementary Figure S3 were treated with 62.5 μg/kg, 125 μg/kg, or 250 μg/kg caerulein.

### Lineage Tracing

Lineage tracing was conducted using the *Ptf1aCre*^*ERTM/+*^; *Rosa*^*YFP*^ mouse model, as previously described (Pan et al., 2013; Delgiorno et al., 2014). Mice were bred into the CD-1 mouse strain; F4 mice were used. In this model, tamoxifen treatment induces Cre activity, which then initiates expression of yellow fluorescent protein (YFP) specifically in *Ptf1a* + acinar cells. Acinar cells were labeled in *Ptf1aCre*^*ERTM/+*^; *Rosa*^*YFP*^ mice with five daily doses of 5 mg tamoxifen (Sigma, 5 days/week for 2 weeks) delivered in corn oil (Sigma) by oral gavage. Pancreatitis was then induced with four cycles of 250 μg/kg caerulein.

### Histological Staining and Quantification

Tissues were fixed overnight in zinc-containing neutral-buffered formalin (Fisher Scientific), embedded in paraffin, cut in 5 μm sections, mounted, and stained. Sections were deparaffinized in xylene, rehydrated in a series of ethanol, and then washed in PBST and PBS. Endogenous peroxidase activity was blocked with a 1:50 solution of 30% H_2_O_2_: PBS followed by microwave antigen retrieval in 100 mM sodium citrate, pH 6.0. Sections were blocked with 1% bovine serum albumin (BSA) and 5% goat or rabbit serum in 10 mM Tris (pH 7.4), 100 mM MgCl_2_, and 0.5% Tween-20 for 1 h at room temperature, followed by an avidin/biotin blocking kit (Thermo Fisher Scientific) per the manufacturer’s instructions. Primary antibodies were diluted in blocking solution and incubated overnight. Information on primary antibodies is provided in Supplementary Table S1. Slides were then washed, incubated in streptavidin-conjugated secondary antibodies (for rabbit or mouse antibodies, Abcam, for rat or goat antibodies, Vector) and developed with DAB substrate (Vector). Hematoxylin and eosin (H&E) staining was done to assess tissue morphology. All slides were scanned and imaged on an Olympus VS-120 Virtual Slide Scanning microscope. For quantification of histology, ten 20× fields per scanned slide were scored in a blinded fashion using the ImageJ/FIJI plugin immunohistochemistry (IHC) image analysis toolbox (Shu et al., 2013). A statistical color detection model was trained based on multiple regions of interest (ROIs) manually and selected from desired color pixel regions from sample images for each strain using the IHC Toolbox plugin. Each image was color deconvolved using its corresponding trained model within the plugin and a new RGB image containing only the isolated color was automatically generated. The hematoxylin counter stain was deconvolved in a similar manner. Using ImageJ/FIJI, the desired color-isolated image and the counter stain-isolated image was binarized and staining area of the two was measured by counting the number of pixels of foreground (Schindelin et al., 2012). The percentage of signal was determined by dividing the stain area by the sum of the stain area and the counter stain.

### Fluorescence Microscopy

Immunofluorescence on paraffin-embedded tissues followed the IHC protocol until the blocking step. Instead, tissues were blocked with 5% normal donkey serum and 1% BSA in 10 mM PBS for 1 h at room temperature. Tissue sections were stained with primary antibodies in 10 mM PBS supplemented with 1% BSA and 0.1% Triton X-100 overnight (Supplementary Table S1). Sections were then washed 3 × 15 min in PBS with 1% Triton X-100, incubated in Alexa Fluor secondary antibodies and/or phalloidin (Invitrogen), washed again for 3 × 5 min, rinsed with distilled water, and mounted with Prolong Gold containing Dapi (Invitrogen). Immunofluorescence on OCT-embedded sections was conducted as previously described (Delgiorno et al., 2014). Tissues were imaged on a Zeiss 710 confocal microscope, a Zeiss 880 Airyscan Super-Resolution microscope or an Olympus VS-120 Virtual Slide Scanning microscope.

### Multiplex Immunofluorescence

Co-expression of amylase and pan-cytokeratin (antibodies, Supplementary Table S1) was determined using a Perkin Elmer Opal 4-color Manual IHC Kit (NEL810001KT) per the manufacturer’s instructions.

### Transmission Electron Microscopy

Tissues were fixed in a solution of 2% paraformaldehyde, 2.5% glutaraldehyde, and 2 mM CaCl_2_ in 0.15 M sodium cacodylate buffer (pH 7.4) for 2 h at room temperature. They were then post-fixed in 1% osmium tetroxide for 40 min and 1.5% potassium ferricyanide in sodium cacodylate buffer for 1 h at 4°C in the dark. Tissues were stained en block in 1% aqueous uranyl acetate (4°C in the dark), dehydrated in a series of graded ethanol, and embedded in Eponate12 resin (Ted Pella). Ultra-thin sections (70 nm) were obtained using a diamond knife (Diatome) in an ultramicrotome (Leica EM UC7) and placed on copper grids (300 mesh). Sections were imaged on a Zeiss Libra 120 TEM operated at 120 kV.

All images (IHC, IF, and EM) were digitally enhanced to edit the color, brightness, and contrast levels using Zen (Carl Zeiss) and/or Photoshop (Adobe) software.

### Tuft Cell Preparation and Cell Sorting

Pancreatitis tuft cells were isolated from wild-type CD-1 mice treated with four cycles of 250 μg/kg caerulein (allowed to recover for 0–2 days). The pancreas was quickly dissected, minced in 5 ml of DMEM with FBS and allowed to incubate for 2 min. Supernatant and fat were removed and pancreatic tissue was then incubated in 10 ml DMEM supplemented with 1 mg/ml collagenase I (Sigma), 1 mg/ml soybean trypsin inhibitor (Gibco), 1 mg/ml hyaluronidase (Sigma), and 250 μl of DNAse I, shaking gently at 37°C for a maximum of 30 min. Digestion was monitored and tissue was further digested mechanically by pipetting. Digested tissue was passed through a 100 μm filter, washed with fluorescence activated cell sorting (FACS) buffer (PBS, 1 mM EDTA, 0.5% BSA), and incubated with ACK lysing buffer (Gibco) to remove red blood cells before staining for FACS.

Single cell suspensions were incubated on ice with mouse Fc receptor block (BD Biosciences, 1:200) followed by antigen-specific antibodies in FACS buffer. DAPI (molecular probes, 1:1000) and Annexin V (Biolegend, Pacific Blue conjugate at 1:200) were used to exclude dead and dying cells. Cells were labeled with Cd45 (Alexa Fluor 488), EpCAM (Alexa Fluor 647), and Siglec F (PE) (Biolegend, 1:200) antibodies. Fluorescence minus one (FMO) staining controls were included for gating populations of interest. Cells were FACS purified at the Salk Institute’s Flow Cytometry core facility on a BD Biosciences Influx cell sorter (100-μm size nozzle, 1 × PBS sheath buffer with sheath pressure set to 20 PSI). Cells were sorted in 1-drop Single Cell sort mode for counting accuracy; these were deposited directly into lysis buffer composed of DNase/RNase-free water, (%) Triton X-100, and Ribolock (Thermo Fisher Scientific) in a 96 well plate.

### RNA-seq Library Generation, High-Throughput Sequencing, and Analysis

Low input bulk RNA sequencing (RNA-seq) on pancreatitis tuft cells was performed using the Smart-Seq2 protocol as previously described (Picelli et al., 2014). In brief, five biological replicates, each with 100 tuft cells from an individual mouse, were sorted directly into 2 μl of Smart-Seq2 lysis buffer. Full-length cDNA was generated and size distribution was checked with Agilent TapeStation 4200 to ensure RNA quality. cDNA were then amplified with 18–22 PCR cycles, tagmentated, and amplified again with 10 PCR cycles using a Nextera XT kit (Illumina FC-131-1096). The sequencing library was purified with AMPure XP beads. 50 bp single-end sequencing was performed with Illumina HiSeq 2500. Sequencing reads were quality checked with FastQC and mapped to the mouse genome (mm9) using Hisat2 (Kim et al., 2015). Transcript assembly and quantification were performed by Stringtie and Ballgown (Pertea et al., 2016). Gene expression distribution between samples was checked to ensure similar transcriptome quality. Genes that have RPKM variance across samples <1 were first removed to exclude non-expressed genes. The RPKM values were then Log2 transformed and quantile normalized with the R package preprocessCore. Differential expression analysis between tuft and non-tuft epithelial cells was performed with empirical Bayes shrinkage and moderated *t*-test using the Limma package and *p*-values were converted into false discovery rates (FDR) using the Benjamini-Hochberg procedure (Ritchie et al., 2015). Heat map plotting and clustering (with Euclidean distance and complete linkage) was performed with heatmap.2 in R. The differential expression score was calculated as: −Log_10_ (FDR) × Log_2_ (fold change), which factors in both statistical confidence and the effect size. Gene ontology network analyses of differentially expressed genes were performed with ClueGO plug-in of Cytoscape (Bindea et al., 2009).

### RT-qPCR

RT-qPCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems) on the ABI 7900 detection system (Applied Biosystems). Relative expression values were determined using the standard curve method. RT-qPCR was performed on bulk tuft cells and non-tuft epithelial cells from CD-1 mice with pancreatitis (100 cells per group) after the amplification step of the SmartSeq2 protocol (Picelli et al., 2014). Results were normalized to the housekeeping gene Rplp0. Primer sequences can be found in Supplementary Table S2.

## Results

### Chronic Pancreatic Injury Induces Tuft Cell Formation

Tuft cell formation is characteristic of a portion of human pancreatitis cases and has also been shown in multiple mouse models of tissue injury in several gastrointestinal organs (Saqui-Salces et al., 2011; Delgiorno et al., 2014). We and others have shown that tuft cells form in the pancreas in response to genetic modifications, such as oncogenic *Kras^*G*12*D*^* or TGFα, Sox17, or IL-1β overexpression (Bailey et al., 2014; Delgiorno et al., 2014; Westphalen et al., 2016). Importantly, studies of the generality of tuft cell formation in genetically wild type mice have yet to be reported. Therefore, we conducted a multiparameter analysis of caerulein-induced mouse pancreatitis.

Caerulein is a cholecystokinin ortholog that induces endoplasmic reticulum (ER) stress in pancreatic acinar cells, resulting in cell death, inflammation, and edema (Sah et al., 2014). Previously, we evaluated tuft cell formation in response to caerulein using mixed background mice and 2 weeks (two cycles) of treatment and were unable to detect a robust response (Delgiorno et al., 2014). To more thoroughly evaluate the potential for tuft cell genesis, we varied treatment dose and timing in outbred CD-1 mice. We found that prolonged caerulein treatment resulted in acinar cell loss and an increase in ADM, stromal deposition, and mucin expression (Supplementary Figure S1). By IHC, we identified robust up-regulation of Dclk1 + cells with tuft cell morphology after four cycles of caerulein treatment (Figures 1A–C). Interestingly, this response was enhanced with increasing caerulein dosage and length of time of treatment (data not shown). We confirmed tuft cell identity using co-immunofluorescence for additional tuft cell markers and F-actin marker phalloidin, which labels the deep actin rootlets and striking microvilli characteristic of this cell type (Figures 1D–G; Delgiorno et al., 2014). This analysis revealed that cells with high Dclk1 expression are tuft cells (100%+, 130/130 cells, 3 mice) (Figure 1D). We further confirmed tuft cell genesis with markers phospho-EGFR, a receptor tyrosine kinase (100%+, 128/128 cells, 3 mice), transient receptor potential cation channel, subfamily M, member 5 (Trpm5) a chemosensory cell marker (100%+, 110/110 cells, 3 mice), and Cox1, a prostaglandin synthase (95%+, 218/230, 3 mice) (Figures 1E–G; Bezencon et al., 2008; Gerbe et al., 2011; Delgiorno et al., 2014). Pancreatitis-induced tuft cells (Cox1+) express tuft cell master regulator Pou2f3 (97%+, 189/195 cells, 4 mice), and consistent with *Kras^*G*12*D*^*-induced tuft cells, are not proliferative, (0% Ki67+, 150/150 cells, 3 mice) (Figures 1H,I; Delgiorno et al., 2014; Gerbe et al., 2016). Taken together, these data reveal tuft cell genesis in response to chronic, long-term injury in the outbred CD-1 mouse strain.

**FIGURE 1:**
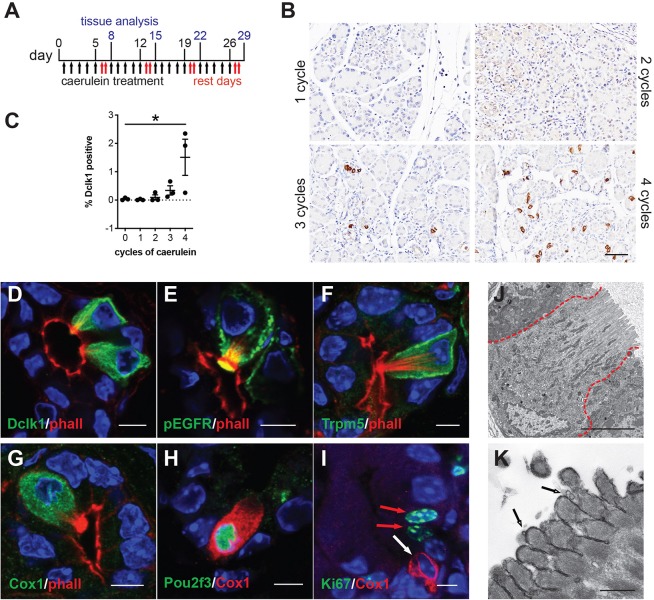
Chronic injury induces tuft cell formation in the pancreata of wild type mice. **(A)** Schematic of caerulein treatment for pancreatitis induction in wild type mice. **(B)** Immunohistochemistry (IHC) demonstrating an increase in Dclk1 expression (brown) in the injured pancreas over time and quantified in **(C)** (*n* = 3 mice per condition). Scale bar, 50 μm. **(D)** Co-immunofluorescence (Co-IF) for tuft cell marker phalloidin (red, labels the microvilli and actin rootlets of tuft cells) and Dclk1, **(E)** phospho-EGFR, **(F)** Trpm5, or **(G)** Cox1 (green). **(H)** Co-IF for tuft cell marker Cox1 (red) and Pou2f3 or **(I)** Ki67 (green). Red arrows, Ki67 + nuclei, white arrow, Ki67- tuft cell. Scale bars, 5 μm. **(J)** Electron microscopy confirming tuft cell formation in pancreatitis, and **(K)** demonstrating the presence of vesicles at the tips of the microvilli (arrows). Scale bars, 5 μm and 500 nm, respectively.

Next, we used transmission electron microscopy (TEM) to explore the ultrastructure of pancreatitis-induced tuft cells. We induced pancreatic injury and tuft cell formation with four cycles of caerulein. We then confirmed tuft cell formation by the presence of cells with characteristic microvilli, actin rootlets, and abundant intracellular vesicles and mitochondria (Figure 1J). Closer examination revealed membrane-bound electron lucent vesicles, which appear to be budding from the tips of the microvilli, consistent with injury-induced tuft cells being a secretory cell type (Figure 1K). Collectively, these data identify *de novo*, spontaneous tuft cell formation in chemically induced pancreatic injury. The data further suggest a potential secretory role for pancreatic tuft cells in inflammation. To further evaluate this role, we conducted RNA sequencing (RNA-seq).

### Transcriptomic Analysis of Pancreatitis Tuft Cells

To provide a comprehensive, agnostic, molecular assessment of the potential role(s) for tuft cells in pancreatic injury, we used RNA-seq and bioinformatic analyses. To accomplish this, we induced pancreatitis with caerulein, collected tuft cells by FACS, and then conducted RNA-seq. Siglec f is a cell surface lectin that is typically used to detect eosinophils, but expression is also evident in intestinal tuft cells (Gerbe et al., 2016). Using co-immunofluorescence with phalloidin, we found that Siglec f also labels pancreatitis-induced tuft cells in wild type CD-1 mice (98.6%+, 276/280 cells, *n* = 3 mice) (Figure 2A).

**FIGURE 2:**
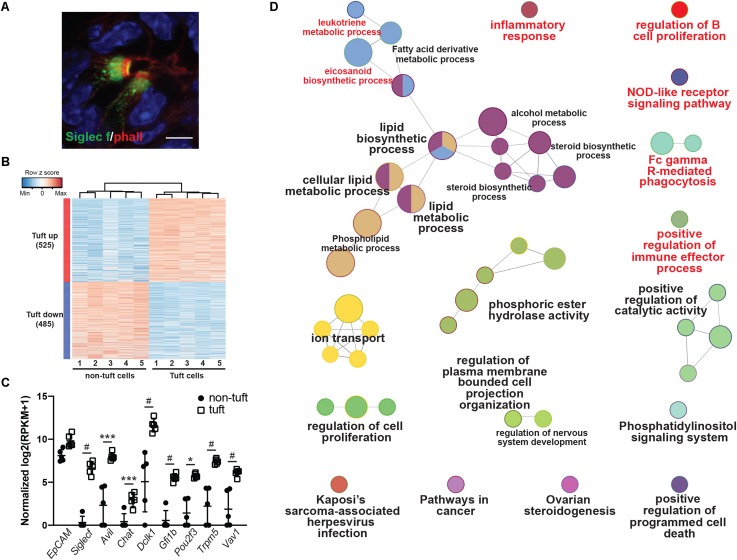
Transcriptomic analysis of pancreatitis-induced tuft cells in wild type CD1 mice. **(A)** Co-immunofluorescence for phalloidin (red, labels the microvilli and actin rootlets of tuft cells) and Siglec f (green) in the injured pancreas. Scale bar, 5 μm. **(B)** Heat map with hierarchical clustering showing differentially expressed genes in EpCAM+; Siglec f+ tuft cells as compared to EpCAM+; Siglec f-neg non-tuft epithelial cells. **(C)** Confirmation of Siglec f expression and tuft cell markers in sorted EpCAM+; Siglec f+ cells. *n* = 5 mice. **(D)** Gene ontology network analysis of genes differentially up-regulated in tuft cells, as compared to non-tuft epithelial cells, identifies immune cell signaling pathways (labeled in red). *p < 0.05; ***p < 0.005; #*p* < 0.001.

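Hierarchical clustering of the libraries was repeated with Euclidean distance and complete linkage. Over the differentially expressed genes, which were selected for their difference between the groups, the top division of the tree separated all 10 libraries by group. The same division was obtained over all 12160 listed genes, over the 7270 genes with a mean log2 value of at least 2, and with average linkage. Distances over all listed genes ranged from 101 to 150 between tuft libraries, from 154 to 194 between non-tuft libraries and from 181 to 223 between the groups. The range within the non-tuft libraries therefore overlapped the range between the groups. The first principal component, which separated the groups, accounted for 34.3% of the variance and the next component for 14.8%.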

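Siglecf, the gene of the marker used for sorting, was listed at 0 in 4 non-tuft libraries and at 1.61 in non-tuft library 2, against 5.62 to 7.52 in the tuft libraries. Its log2 fold change was 6.34 (standard error 0.48, adjusted p = 6.53e-06 from limma's moderated test), and the annotation holds no position under this symbol. Epcam (chromosome 17, 88035319 to 88050446) was at 9.82 ± 0.74 (SD, n = 5 libraries) in tuft cells and 8.10 ± 0.69 (SD, n = 5 libraries) in non-tuft epithelial cells. This difference was a log2 fold change of 1.72 (standard error 0.48, adjusted p = 0.0329 from limma's moderated test), below the fold threshold of 4. Every tuft library had a higher Epcam value than every non-tuft library (exact permutation test, p = 0.00794). With each library left out in turn, the Epcam log2 fold change stayed between 1.45 and 1.96. Its adjusted p rose to between 0.0648 and 0.0850 when non-tuft library 1, 2 or 4 or tuft library 3 or 5 was left out, and stayed under 0.05 in the other 5 cases.

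Avil, Gfi1b and Vav1 were higher in every tuft library than in any non-tuft library, with log2 fold changes of 5.66, 4.99 and 4.23 and adjusted p of 0.00101, 7.21e-05 and 0.00453 from limma's moderated test. Chat rose by less, with a log2 fold change of 2.56 (adjusted p = 0.00704, limma), and the groups overlapped because non-tuft library 2 had a value of 2.07 and tuft library 5 a value of 1.75. Gfi1b and Chat were each at the floor in 4 of the 5 non-tuft libraries.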

As tuft cells are rare in pancreatitis, we employed a small cell number sequencing approach. We used FACS to isolate 100 Cd45-neg; EpCAM+; Siglec f+ tuft cells and an equivalent number of Cd45-neg; EpCAM+; Siglec f-neg non-tuft epithelial cells from five mice with pancreatitis (Supplementary Figure S2A). 

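RNA from 5 libraries of tuft cells and 5 libraries of non-tuft epithelial cells was sequenced, each library from 100 sorted cells of mice given 4 cycles of caerulein at 250 μg/kg. The paper states that the cells of both groups were sorted from 5 mice. The libraries are numbered 1 to 5 in each group, and the paper's text does not state whether one number marks the same mouse in both groups. The paper names the strain as CD-1, while the sample records give the strain both as Mixed and as CD1.

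The authors mapped the reads to mm9, quantified each gene as RPKM (reads scaled to transcript length and to the mapped reads of the library), removed genes with an RPKM variance under 1, took log2 of the values and quantile normalized them. The deposited table lists 12160 genes on the scale log2(RPKM + 1), after all of these steps. Of these genes, 453 have a variance under 1 once their normalized values are returned to the linear scale, so the authors' filter cannot be repeated from the table. Quantile normalization gave every library the same distribution, and the 8407 highest values were identical in all 10 libraries.

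A gene without signal is listed at the lowest value of its library, called the floor here, which is 0.17 in non-tuft library 2 and 0 in the other libraries. Between 1442 and 3753 genes were at the floor in the non-tuft libraries (median 2349) and between 1538 and 2764 in the tuft libraries (median 2491). The table gives no read counts, so the depth of each library is unknown and a value at the floor sets no upper limit on expression. In 18 entries a date stands in place of the gene symbol, as spreadsheet software writes the symbols of septin and March genes.

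From these values, the difference between the group means was tested for all listed genes with limma's moderated test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 4, the thresholds that the paper states. Single genes were also compared by a two-sided exact permutation test over all ways to choose 5 of the 10 libraries, which can give no p below 0.00794. Both tests treat the libraries as independent and use no pairing by mouse. Because 1 was added to each RPKM, fold changes on this scale understate the change of genes with low values. Gene coordinates were taken from an annotation of NCBIM37, the assembly also called mm9, in which 11144 of the listed names (91.7%) were found.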

Tuft cells constituted approximately 0.80% of the epithelium (range 0.2–1.7%). We then isolated bulk RNA, prepared cDNA, and amplified it using SmartSeq2 methodology (Picelli et al., 2014). 

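Of the 12160 genes tested with limma, 1010 met both thresholds, 525 of them higher and 485 lower in tuft cells than in non-tuft epithelial cells. The same 1010 genes pass these thresholds in the authors' deposited comparison, and its p-values differ from those computed here by at most 4.98e-08. Without the fold threshold, 1428 genes had an adjusted p under 0.05, and 3053 genes had an unadjusted p under 0.05. The values of the groups did not overlap for 1389 genes (11.4%, against 0.794% expected by chance) and for 778 of the called genes. Of the genes called higher, 48 were at the floor in all non-tuft libraries, and of those called lower, 59 were at the floor in all tuft libraries. These genes have no measurable fold change.

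The count depended most on how the fold threshold was tested and on the scale. Testing the fold change itself against 4 with limma's treat left 105 genes, and adding 10 in place of 1 before taking log2 left 278. Centring each library on its 79 listed ribosomal protein genes gave 1622 genes, of which 1400 (86.3%) were higher in tuft cells, compared with 52.0% under the authors' normalization. This centring moved the median log2 fold change of all genes from 0.02 to 0.87.

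With 1 added to each RPKM, the 5 largest fitted rises among called genes without overlap were those of Pate4, Folr1, Smpx, Fcna and Rgs13. This order depends on the constant. With 0.1 added Folr1 and Smpx passed Pate4, and with 10 added Rgs13 and Dclk1 passed Pate4. Folr1, Smpx and Fcna were at the floor in every non-tuft library and between 6.42 and 8.67 in the tuft libraries. Pate4 (chromosome 9, 35414678 to 35419520) was at the floor in 4 non-tuft libraries, at 2.04 in non-tuft library 5 and between 8.24 and 9.38 in the tuft libraries. Rgs13 (chromosome 1, 145985797 to 146024502) had a log2 fold change of 7.38 (standard error 1.33, adjusted p = 0.00292, limma). The 5 largest fitted falls, whose order also depends on the constant, were those of Serpina6, Erp27, Cuzd1, Lcn2 and Klk1b4, with log2 fold changes from -7.21 to -6.13. Cuzd1 (chromosome 7, 138452069 to 138465806) was at 3.39 ± 1.60 (SD, n = 5 libraries) in tuft cells and 9.67 ± 0.84 (SD, n = 5 libraries) in non-tuft epithelial cells, with an adjusted p of 1.06e-04 from limma's moderated test.

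By the differential expression score defined in the methods, the 5 highest genes were Folr1, Smpx, Pate4, Fcna and Ms4a8a, with scores from 40.0 to 55.6. The 5 lowest were Klk1b4, Erp27, Cbs, 1810053B23Rik and Gja1, with scores from -33.4 to -26.5. Gja1 was at the floor in every tuft library, and the scores of genes at the floor in a whole group depend on the 1 added to each RPKM.

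**Figure D1:**
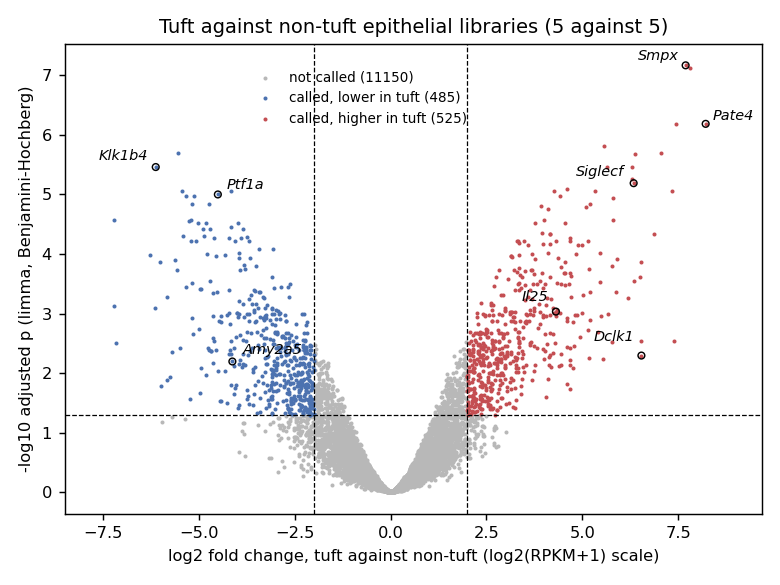
Each point is 1 of the 12160 listed genes, with the log2 fold change of tuft against non-tuft epithelial cells on the horizontal axis and -log10 of limma's adjusted p on the vertical axis. Dashed lines mark a fold change of 4 in either direction and an adjusted p of 0.05, and the 525 genes called higher (red) and 485 called lower (blue) lie beyond them.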

RNA-seq identified 1010 genes as differentially expressed between tuft cells and non-tuft epithelial cells in pancreatitis (Figure 2B; FDR < 0.05 and average fold change >4). 

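Dclk1 (chromosome 3, 55046448 to 55342986) had a log2 fold change of 6.54 (standard error 1.30, adjusted p = 0.00507 from limma's moderated test) between tuft and non-tuft epithelial cells. Pou2f3 (chromosome 9, 42932022 to 43018452) was listed at 0 in non-tuft libraries 3 and 4, between 0.92 and 3.13 in the other non-tuft libraries and between 5.45 and 6.14 in the tuft libraries. Its log2 fold change was 4.33 (standard error 0.65, adjusted p = 8.66e-04, limma). Trpm5 (chromosome 7, 150255058 to 150280547) was also listed at 0 in non-tuft libraries 3 and 4, between 2.49 and 4.32 in the others and between 7.05 and 7.82 in the tuft libraries. Its log2 fold change was 5.19 (standard error 0.83, adjusted p = 0.00130, limma). For each of these genes, no library of one group overlapped the other group.

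A list of tuft cell marker genes, written before the data were examined, had 59 listed members, of which 52 were called higher in tuft cells and 0 lower. The paper names 9 of the 59, among them Dclk1, Pou2f3 and Trpm5, which it reports as high in these cells. For such members the list is not independent of the paper's results. When adjusted over the list alone, 53 were called higher. The median log2 fold change of the list was 4.16, or 4.28 over the members with neither group entirely at the floor. The list was shifted as a whole by limma's camera, a test of a gene list against all other genes, with an adjusted p of 1.69e-38 over the 16 lists tested. This test assumes a correlation of 0.01 between genes. With the correlation estimated from the data, the adjusted p of the list was 0.0583 (camera). Among 100 splits of the libraries, only the real one gave a camera p as small. Ccdc129 and Chil1, with Espn the members with the smallest p, were at the floor in all non-tuft libraries and between 3.43 and 5.10 in the tuft libraries.

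The 6 listed amylase genes lie on chromosome 3 between 112950574 and 113309617. They are near-identical copies, so the authors' quantification could have split reads between them and their single values are uncertain. The most abundant, Amy2a5, was at 8.73 ± 2.23 (SD, n = 5 libraries) in tuft cells and 12.85 ± 0.31 (SD, n = 5 libraries) in non-tuft epithelial cells, a log2 fold change of -4.13 (standard error 0.85, adjusted p = 0.00638, limma). Amy2b, which the annotation lists as a pseudogene, was at 7.27 ± 1.83 (SD, n = 5 libraries) in tuft cells and 11.74 ± 0.16 (SD, n = 5 libraries) in non-tuft epithelial cells. The log2 fold changes of the 6 genes ranged from -6.01 for Amy1 to -3.24 for Amy2a4, and all were called lower. Amy2a5 stayed above 5.5 in every tuft library, whereas Amy2a2 and Amy2a4 did not exceed 0.79.

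Chga, which encodes chromogranin A (chromosome 12, 103793179 to 103803237), was listed at 0 in 4 tuft libraries and at 2.87 in tuft library 1. In the non-tuft libraries it was listed at 0 in number 4 and between 3.51 and 6.72 in the others, an adjusted p of 0.0379 from limma's moderated test. Its adjusted p rose to between 0.0598 and 0.103 when non-tuft library 1, 2, 3 or 5 or tuft library 2, 3, 4 or 5 was left out. It was also above 0.05 with 0.1 or 10 added to each RPKM in place of 1 (0.0917 and 0.0589) and when the libraries were centred on ribosomal protein genes (0.0646). Sst, which encodes somatostatin (chromosome 16, 23889667 to 23890930), ranged from 0.086 to 3.80 in the tuft libraries and from 1.02 to 11.10 in the non-tuft libraries. It did not pass the threshold, with a log2 fold change of -5.70 (standard error 1.77, adjusted p = 0.0539, limma), and passed it without non-tuft library 2 (adjusted p = 0.0390) or 4 (adjusted p = 0.0100). Of 29 listed islet cell genes, 7 were called lower in tuft cells and 0 higher, or 17 lower and 1 higher when adjusted over the list alone. Their median log2 fold change was -2.74 (camera, adjusted p = 6.32e-09), or -2.89 over the members with neither group entirely at the floor, and Hhex, Pcsk2 and Ttr had the smallest p. This camera test assumes a correlation of 0.01 between genes. With the correlation estimated from the data, the islet list was not called (camera, adjusted p = 0.224). Of 100 splits of the libraries, 20 gave a camera p as small, the real one included.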

Tuft cell isolation and enrichment was confirmed in the Siglec f+ population by high expression of tuft cell markers such as *Dclk1*, *Pou2f3*, and *Trpm5* (Figure 2C), and low-to-no expression of acinar cell markers, such as amylase genes, or islet cell markers, such as chromogranin A and somatostatin (Supplementary Figures S2B,C). 

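A list of genes for sensing and answering bacterial or viral infection, written before the data were examined, had 75 listed members, and 18 of them were above the floor in all 10 libraries. Between tuft and non-tuft epithelial cells, 11 members were called higher and 11 lower, and these counts were unchanged when adjusted over the list alone. Both counts were more than the called genes among all listed genes would give (Fisher's exact test, adjusted p = 0.00112 for the higher and 7.05e-04 for the lower genes). The list as a whole was not shifted in one direction, with a median log2 fold change of 0.44 and an adjusted p of 0.319 from limma's camera.

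Among the genes higher in tuft cells, Fcna (chromosome 2, 25480186 to 25483550), which encodes ficolin A, had the smallest p. Genes called higher also included Cd300lf, Oas1a, Oas1g, Oasl2, Irf7, Cfb, Fut2, Ffar3 and Trpm5. Oas1a and Oas1g are close copies whose reads could have been split. Among the genes lower in tuft cells, Reg3a (chromosome 6, 78330703 to 78333833) was at 4.31 ± 1.77 (SD, n = 5 libraries) in tuft cells and 10.13 ± 1.20 (SD, n = 5 libraries) in non-tuft epithelial cells, with an adjusted p of 5.27e-04 (limma). The other genes called lower were Lcn2, Ifitm3, C3, Reg3b, Reg3g, Cfi, Lbp, Isg20, Pvr and Nod1.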

Similar to tuft cells characterized in other organs, pancreatitis-associated tuft cells express a number of genes associated with bacterial or viral infection (Supplementary Figure S3). In contrast to intestinal tuft cells, *Sucnr1* was not expressed (Nadjsombati et al., 2018). 

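Sucnr1 (chromosome 3, 59885791 to 59891488) was listed at 0 in all 5 tuft libraries. Among the non-tuft libraries it was at the floor in 4 and at 3.54 in number 3, and the groups did not differ (adjusted p = 0.517, limma's moderated test). No fold change is given because one whole group was at the floor. Intestinal tuft cells were not part of the data used here.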

Interestingly, network analysis of genes differentially up-regulated in tuft cells identified a number of immune cell signaling pathways, consistent with a role in inflammation (Figure 2D and Supplementary Figure S3). These data are consistent with a sentinel cell role for pancreatitis tuft cells in innate immunity.

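The terms of the network analysis were represented by gene lists written by hand before the data were examined, since the ontology behind the network was not used here. The counts therefore refer to these lists and not to the terms of Figure 2D. Members of the eicosanoid pathway list were called higher in tuft cells in 10 of 31 cases and lower in 1, with a median log2 fold change of 0.55 (camera, adjusted p = 0.0115). Over the members with neither group entirely at the floor, the median was 0.74. Alox5ap (chromosome 5, 150076634 to 150099621) had a log2 fold change of 6.35 (standard error 0.82, adjusted p = 2.84e-04, limma). Mgst3 (chromosome 1, 169302097 to 169323972) was at 9.61 ± 0.48 (SD, n = 5 libraries) in tuft cells and 5.94 ± 0.76 (SD, n = 5 libraries) in non-tuft epithelial cells, with an adjusted p of 1.90e-04 (limma). Pla2g7 was at the floor in 4 non-tuft libraries and between 3.95 and 5.07 in the tuft libraries. Ptgs1, which encodes Cox1, had a log2 fold change of 3.68 (standard error 0.85, adjusted p = 0.0128, limma) and lost this call (adjusted p = 0.0704) when 0.1 was added to each RPKM in place of 1. Alox5, Ltc4s, Hpgds, Pla2g4a, Ptgs2 and Cyp4f14 were also called higher, and Ggt1 was called lower.

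In the list for Fc gamma receptor phagocytosis, 12 of 68 members were called higher and 2 lower, with a median log2 fold change of 0.20 (camera, adjusted p = 0.0115) and 13 called higher when adjusted over the list alone. Rac2 (chromosome 15, 78389599 to 78403213), Pik3r5 and Plcg2 had the smallest p. Rac2 was between 6.30 and 7.59 in the tuft libraries and no higher than 4.00 in the non-tuft libraries. Bin1 and Ppap2b were the members called lower.

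Regulation of B cell proliferation was represented by 43 listed genes, of which 9 were called higher and 2 lower, a surplus of higher genes by Fisher's exact test (adjusted p = 2.95e-04). By camera the list did not pass the threshold (adjusted p = 0.0975), with a median log2 fold change of 0.15, and it passed under limma's rotation test fry (adjusted p = 0.00489). Blnk (chromosome 19, 41003417 to 41069025) was at 8.70 ± 0.32 (SD, n = 5 libraries) in tuft cells and 5.45 ± 1.22 (SD, n = 5 libraries) in non-tuft epithelial cells. Bst1 was higher in every tuft library than in any non-tuft library, and Il7 was between 1.55 and 3.09 in the tuft libraries and at or near the floor elsewhere. Cd81 and Clcf1 were called lower.

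The NOD-like receptor signaling list, with 48 listed genes, was not shifted (median log2 fold change 0.05, camera, adjusted p = 0.780). Its called members were Pstpip1, Naip2 and Naip5, which were higher in tuft cells, and Nod1 and Trip6, which were lower. Pstpip1 (chromosome 9, 55937769 to 55976695) had a log2 fold change of 4.42 (standard error 0.37, adjusted p = 1.07e-05, limma). Naip2 and Naip5 are close copies whose reads could have been split. Txnip was lower in tuft cells with a log2 fold change of -1.97 (adjusted p = 0.00342, limma), below the fold threshold.

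Of the 16 lists tested, camera called 7, and fry also called 7, with the B cell list in place of a list of genes that respond to tissue dissociation. With the correlation between genes estimated from the data in place of a preset 0.01, only the list of proliferation genes was called. The lists share genes: 13 of the 68 Fc gamma receptor genes and 13 of the 43 B cell genes are held by another list. Shared members were 7 of 31 for the eicosanoid list, 16 of 75 for infection and 9 of 48 for NOD-like receptors. Of the eicosanoid genes called higher, Alox5, Alox5ap, Ltc4s, Ptgs1 and Hpgds are also in the list of tuft markers. From the network analysis of the genes higher in tuft cells, the paper proposes a role for these cells in inflammation and as sentinels in innate immunity.

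**Figure D2:**
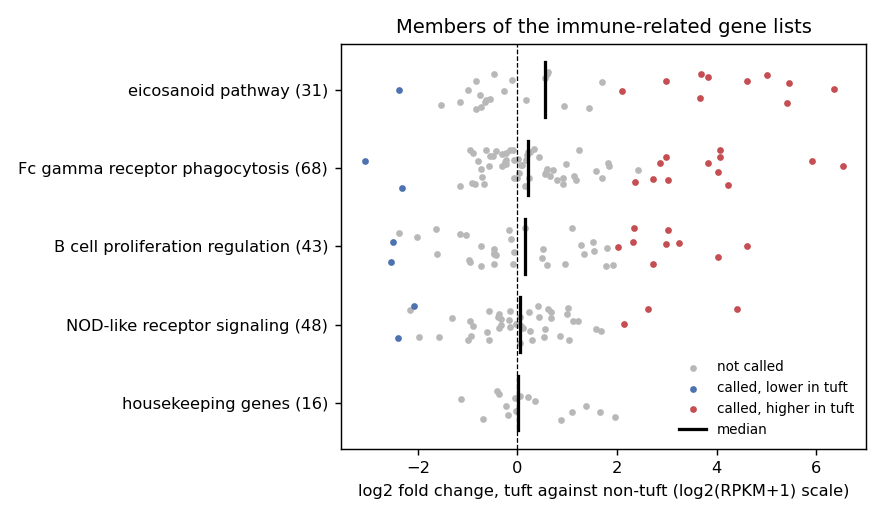
Each point is 1 listed member of a gene list, placed by its log2 fold change of tuft against non-tuft epithelial cells, and the black bar is the median of the list. Members called higher reach 6.35 in the eicosanoid pathway list, while no member of the housekeeping list was called.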

### Pancreatitis Tuft Cells Express Cytokine IL-25

Interleukin 25 (IL-25, also called IL-17E) is a member of the IL-17 cytokine superfamily that has been demonstrated to both induce and enhance the helper T cell 2 (Th2) immune response while inhibiting Th1 and Th17-driven immunity. Expression has been shown in many different cell types, tissues, and systems, among which are tuft cells (Bezencon et al., 2008; von Moltke et al., 2016). Within the small intestine, tuft cell-derived IL-25 is required for the “weep and sweep” response that rids the host of helminth infection (Gerbe et al., 2016; Howitt et al., 2016; von Moltke et al., 2016). Given the established role for this cytokine as a tuft cell effector, we used several orthogonal methods to determine if IL-25 is expressed in pancreatitis tuft cells. 

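Il25 (chromosome 14, 55551608 to 55554671) was at 3.26 to 6.20 in the tuft libraries. In the non-tuft libraries it was at the floor in numbers 1 to 4 and at 2.75 in number 5, so that the groups did not overlap (exact permutation test, p = 0.00794). The log2 fold change was 4.31 (standard error 0.65, adjusted p = 9.28e-04 from limma's moderated test). With each library left out in turn, it stayed between 3.99 and 4.85. The size of the change depended on the constant added to each RPKM, with a log2 fold change of 6.75 for 0.1 and 1.88 for 10, since most non-tuft values were at the floor. The latter is below the fold threshold of 4.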

By RNA-seq, we found *Il25* expression to be significantly higher in tuft cells than non-tuft epithelial cells (Figure 3A), which was confirmed by RT-qPCR (Figure 3B). To further confirm IL-25 expression, we induced chronic injury in IL-25 reporter mice (Flare25, flox and reporter of *Il25; Il25^*F*25/F25^*). By co-immunofluorescence with phalloidin, we found that 100% of tuft cells analyzed (101/101 cells, *n* = 5 mice) were positive for red fluorescent protein (RFP) and IL-25 expression (Figure 3C). These data suggest a potential role for tuft cell-derived IL-25 in pancreatitis.

**FIGURE 3:**
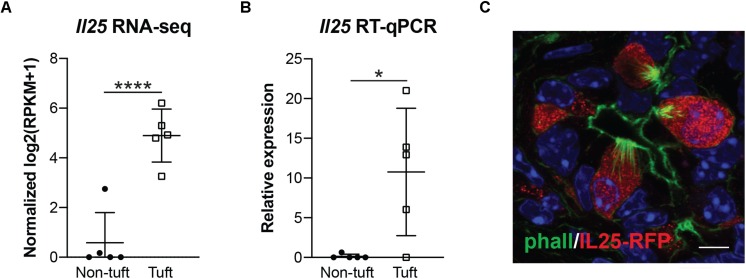
Pancreatitis-induced tuft cells in wild type CD1 mice express cytokine IL-25. **(A)** RNA-seq demonstrating significantly higher expression of *Il25* in tuft cells (EpCAM+; Siglec f+ cells) as compared to non-tuft epithelial cells (EpCAM+; Siglec f-neg cells). **(B)** RT-qPCR confirms significantly higher *Il25* expression in tuft cells. **(C)** Co-immunofluorescence for red fluorescent protein (RFP, red) and phalloidin (green) in *Il25^*F*25/F25^* mice with pancreatitis. Scale bar, 5 μm. *p < 0.05; ****p < 0.001.

### Pancreatitis Tuft Cells Result From Acinar to Ductal Metaplasia

Previously, we used lineage tracing to show that the majority of *Kras^*G*12*D*^*-induced pancreatic tuft cells result from acinar-to-ductal metaplasia (ADM, 68.7%) (Delgiorno et al., 2014). To determine if pancreatitis tuft cells transdifferentiate from the acinar cell epithelium in response to injury, we conducted lineage tracing using *Ptf1aCre^*ERTM/+*^;Rosa^*YFP*^* mice crossed into the CD-1 background. In this model, tamoxifen treatment induces Cre activity and expression of YFP, specifically in *Ptf1a*+ adult acinar cells (Pan et al., 2013). Adult mice were given tamoxifen followed by four cycles of caerulein treatment to induce pancreatitis and tuft cell formation (Figure 4A). To identify tuft cells, we conducted co-immunofluorescence with phalloidin and observed YFP expression in 97.6% of tuft cells analyzed (203/208 cells, *n* = 2 mice), signifying that injury-induced pancreatitis tuft cells can arise from acinar cells (Figure 4B). The other 2.4% of tuft cells may not have expressed YFP due to incomplete recombination, reporter methylation, or additional cell(s) of origin (ductal cells, etc.). 

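Of 47 listed acinar cell genes, from a list written before the data were examined, 39 were called lower in tuft cells than in non-tuft epithelial cells, or 46 with an adjusted p under 0.05 when adjusted over the list alone. The median log2 fold change was -4.42 (limma's camera, adjusted p = 9.48e-33), and the groups did not overlap for 30 genes. This camera test assumes a correlation of 0.01 between genes. With the correlation estimated from the data, the adjusted p of the list was 0.0732 (camera). Of 100 splits of the libraries, 2 gave a camera p as small, the real one included. The 8 genes that were not called were Cela3a, Ctrb1, Ctrc, Prss2, Try4, Pnlip, Clps and Gata4, with adjusted p from 0.0653 to 0.601 (limma). Several of these belong to families of close copies (Cela, Ctr, Prss and Try genes), between which reads could have been split.

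In the tuft libraries, 40 of the 47 genes were above the floor in all 5 libraries and 5 had a mean log2 value of at least 10. Clps was between 9.37 and 15.21 in the tuft libraries and no lower than 15.21 in the non-tuft libraries. The highest of these values are fixed by rank under quantile normalization, so equal values do not show equal expression. Ptf1a (chromosome 2, 19367290 to 19369128), the acinar gene used for lineage tracing, was at the floor in 3 tuft libraries and did not exceed 0.62 in the others, against 4.73 ± 0.42 (SD, n = 5 libraries) in non-tuft epithelial cells. Its adjusted p of 1.01e-05 (limma) was the smallest of the list, followed by those of Cckar and Gp2. Cckar was at 2.58 ± 0.61 (SD, n = 5 libraries) in tuft cells and 7.31 ± 0.38 (SD, n = 5 libraries) in non-tuft epithelial cells.

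For each tuft library, the linear value of each of 46 acinar genes was divided by its mean in the non-tuft libraries. The median share was 9.69% in tuft library 1, 6.97% in 2, 2.67% in 3, 16.9% in 4 and 0.538% in 5, a range of 31.5-fold. The acinar share was highest in tuft library 4 for 29 of the 46 genes and lowest in tuft library 5 for 32. In the same libraries, 77 other genes called lower, with a non-tuft mean of at least 6, had median shares between 7.24% and 12.5%. This is a range of 1.72-fold. These 77 genes were selected by their call, which favours values that vary little within a group. The acinar genes were kept whether called or not, so the ranges are not a like comparison.

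**Figure D3:**
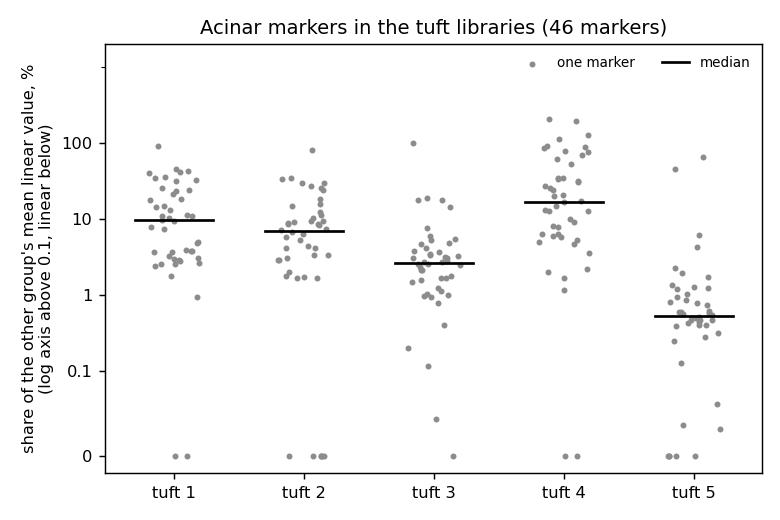
Each grey point is 1 of 46 acinar cell genes in a tuft library, given as the percent of its mean linear value in the non-tuft libraries on an axis that is logarithmic above 0.1, with black bars at the medians. The medians range from 0.538% in tuft library 5 to 16.9% in tuft library 4.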

Interestingly, although significantly lower than in non-tuft epithelial cells, a number of acinar cell genes were detected in our Siglec f+ tuft cell population by RNA-seq (Supplementary Figure S2B), perhaps reflecting their acinar cell of origin.

**FIGURE 4:**
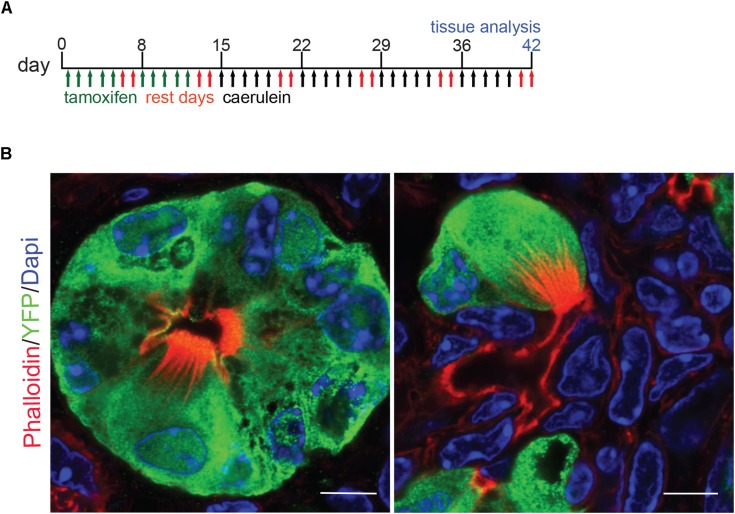
Lineage tracing of pancreatitis tuft cells in wild type mice reveals acinar cell origin. **(A)** Schematic of tamoxifen and caerulein treatment for lineage tracing in *Ptf1aCre*^*ERTM/+*^; *Rosa*^*YFP*^ mice. **(B)** Co-immunofluorescence for tuft cell marker phalloidin (red, labels the microvilli and actin rootlets of tuft cells) and YFP, green, in caerulein-treated pancreata. Scale bar, 5 μm.

### Tuft Cell Formation Is Mouse Strain-Dependent

To determine the function of tuft cells in pancreatitis, we sought to employ a number of genetically engineered mouse models (GEMMs) that would allow us to eliminate tuft cell formation and/or secreted effectors. For the purpose of standardization, however, most GEMMs are typically backcrossed into the inbred C57Bl/6J mouse strain. To first confirm that C57Bl/6J can generate tuft cells in response to chronic injury, we induced pancreatitis with 1–5 cycles of caerulein treatment. Surprisingly, we found that, although C57Bl/6J mice develop pancreatitis and suffer significant loss of pancreas tissue in response to caerulein, similar to CD-1 (Figures 5A,B), we were unable to detect Dclk1+ cells with tall columnar, tuft cell morphology (Figures 5B,C). To determine if this strain exhibits reduced sensitivity to caerulein treatment or has a sex-specific response, we varied the dose of caerulein (four cycles of either 62.5 μg/kg or 250 μg/kg) and induced injury in both genders (Supplementary Figure S4). We found that increasing caerulein dosage leads to the formation of a few cells with tuft cell morphology, but to a lesser extent than identified in CD-1 mice (Supplementary Figure S4C). To determine if injury-induced tuft cell formation is unique to CD-1 mice, we evaluated pancreatitis in an additional five mouse strains. In total, we examined seven strains of mice: C57Bl/6J, BALB/c, FVB, CD-1, Swiss Webster, DBA/2, and 129S6. A minimum of three mice from each strain were treated with four cycles of caerulein and examined histologically. All treated mice experienced a decrease in pancreas weight to body weight ratio compared to control mice (of the same strain), and tissue injury and inflammation could be identified by H&E analysis in all strains (Figures 5D,E and Supplementary Figure S5). Interestingly, we found a significant increase in Dclk1 expression, identified by IHC, in nearly all strains (Figure 5F). However, expression levels varied and cellular morphology was often inconsistent with that of tuft cells, demonstrating that Dclk1 is not tuft cell specific (Figures 5E,F). Consistent with this, we identified Dclk1 staining in the normal ducts of the pancreas within all strains, which lack tuft cells. Importantly, and consistent with prior reports, these ducts lack tuft cells (Supplementary Figure S5; May et al., 2010; Delgiorno et al., 2014; Westphalen et al., 2016). Further, our histological and RNA-seq analyses are consistent in showing that while Dclk1 expression is significantly higher in tuft cells, it is not specific to them (Figure 2C).

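In the RNA-seq data, Dclk1 values were 6.84, 8.46, 2.88, 0 and 7.14 in non-tuft libraries 1 to 5 and ranged from 10.68 to 12.73 in the tuft libraries (exact permutation test, p = 0.00794). With each library left out in turn, the Dclk1 log2 fold change ranged from 5.28 to 7.39. The lowest value came without non-tuft library 4, where Dclk1 was listed at 0, and the highest without non-tuft library 2. On the linear scale, Dclk1 in non-tuft libraries 1 to 5 came to 3.24%, 10.1%, 0.183%, 0% and 4.00% of its mean in the tuft libraries.

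The same share was computed for 47 tuft cell marker genes with a mean log2 value of at least 4 in the tuft libraries. Their median shares were 2.01% in non-tuft library 1, 9.22% in 2, 0.0029% in 3, 0% in 4 and 10.8% in 5. The share of Dclk1 lay at percentile 59.6 of the marker shares in non-tuft library 1, 57.4 in 2, 63.8 in 3 and 17 in 5. Among the 32 markers with a mean of at least 6, it lay at percentile 3.1 in non-tuft library 5. Non-tuft libraries 1, 2 and 5, which held more Dclk1 than libraries 3 and 4, also held more of the other tuft cell markers.

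**Figure D4:**
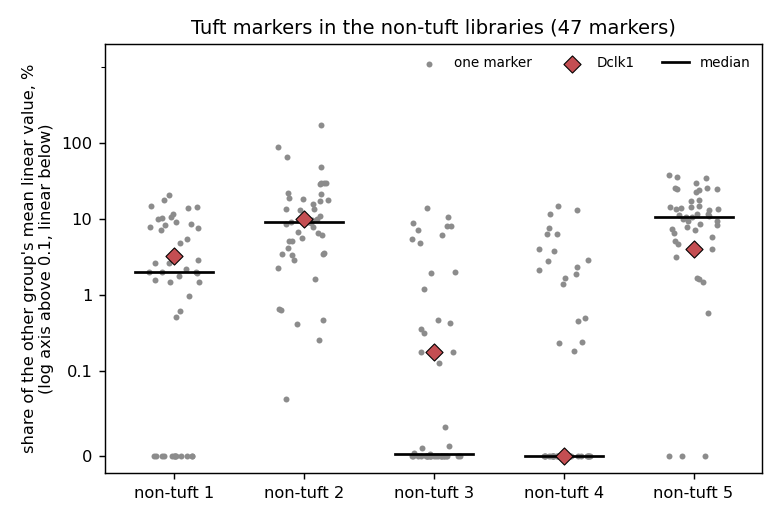
Each grey point is 1 of 47 tuft cell marker genes in a non-tuft library, given as the percent of its mean linear value in the tuft libraries on an axis that is logarithmic above 0.1, with black bars at the medians. Dclk1 (red diamonds) lies within the range of the other markers, and below their lower quartile of 5.54% in non-tuft library 5.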

**FIGURE 5:**
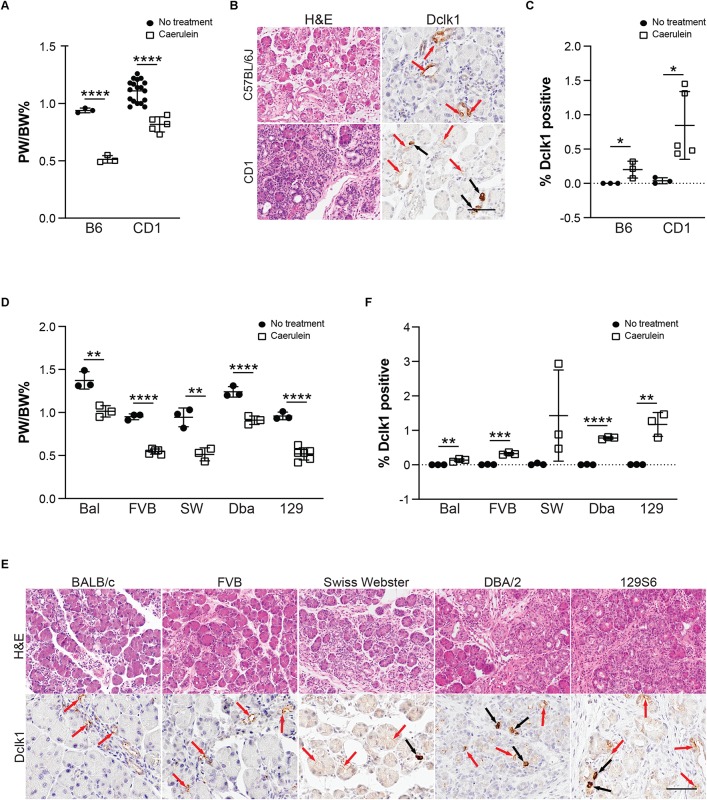
Tuft cell formation in response to pancreatitis in wild type mice is strain-dependent. **(A)** Pancreas: Body weight ratio (PW/BW) changes in C57BL/6J (B6) and CD1 mice in response to four cycles of caerulein treatment. **(B)** H&E and IHC for tuft cell marker Dclk1 in caerulein-treated C57BL/6J and CD1 mice showing expression consistent with tuft cell morphology (black arrows) as well as non-tuft cells (red arrows), quantified in **(C)**. **(D)** Pancreas: Body weight ratio (PW/BW) changes in an additional five mouse strains in response to four cycles of caerulein treatment. **(E)** H&E and IHC for tuft cell marker Dclk1 in the same caerulein-treated mouse strains. Cells with tuft cell morphology (black arrows), non-tuft cells (red arrows). Dclk1 IHC quantified in **(F)**. Bal, BALB/c; SW, Swiss Webster; Dba, DBA/2; 129, 129S6. Scale bar, 50 μm. *p < 0.05, **p < 0.01; ***p < 0.005; ****p < 0.001.

Due to the lack of specificity of Dclk1 in identifying tuft cells, we evaluated expression of additional tuft cell markers Pou2f3 and Trpm5 (Figures 6A,B). Pou2f3 expression is absent from the normal pancreas, but has been reported to occur in response to activation of *Kras^*G*12*D*^* (Supplementary Figure S6; Zhang et al., 2018). Consistent with the literature, Trpm5 can be detected in the islets of the normal pancreas; however, expression is absent in the exocrine portion of the tissue (Supplementary Figure S6; Colsoul et al., 2010). In response to four cycles of caerulein, we observed a significant increase in Pou2f3 expression in 4 of the 7 strains analyzed. The Pou2f3+ strains also presented with Trpm5 expression consistent with tuft cell formation. While 97% of pancreatitis tuft cells are Pou2f3 positive (189/195 cells, *n* = 4 mice), only 81% of Pou2f3 positive cells (118/145 cells, *n* = 4 mice) were determined to be tuft cells by co-expression of marker Cox1 (conducted in the CD-1 strain). Consistent with this analysis, 79% of Pou2f3+ cells (239/302 cells, *n* = 4 mice) were positive for acetylated α-tubulin (which labels the dense tubulin network found in tuft cells). To confirm tuft cell formation, we conducted co-immunofluorescence for markers Dclk1, Cox1, and acetylated α-tubulin on treated and control pancreata from all seven strains. By this analysis we confirmed that the CD-1, Swiss Webster, DBA/2, and 129S6 strains do, in fact, form tuft cells in response to chronic injury (Figure 6C). These data demonstrate that mouse strains differ significantly in their susceptibility to tuft cell formation in response to injury.

**FIGURE 6:**
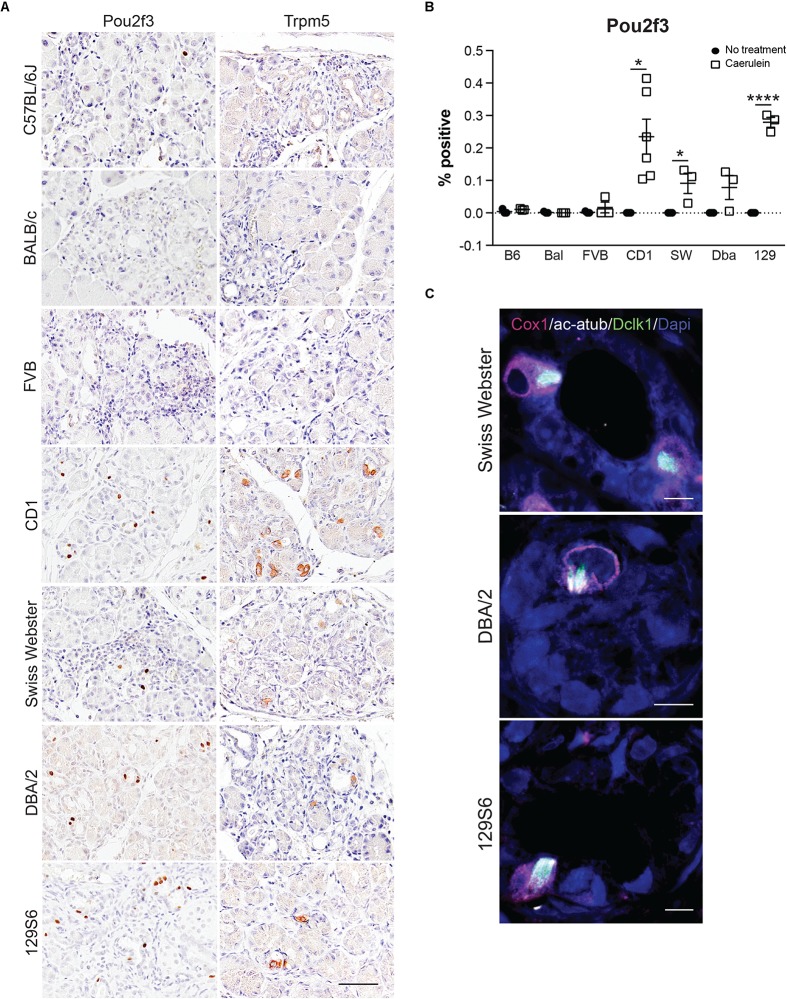
Tuft cell marker expression in response to pancreatitis in wild type mice is strain-dependent. **(A)** IHC for tuft cell markers Pou2f3 and Trpm5 in all strains. Scale bar, 50 μm. **(B)** Quantification of Pou2f3 IHC in all seven strains of mice. **(C)** Co-immunofluorescence for tuft cell markers Cox1 (pink), acetylated α-tubulin (white), and Dclk1 (green). Scale bar, 5 μm. Bal, BALB/c; SW, Swiss Webster; Dba, DBA/2; 129, 129S6. *p < 0.05; ****p < 0.001.

### The Epithelial and Stromal Composition of Pancreatitis Varies by Mouse Strain

Our lineage tracing analyses, conducted in CD-1 mice, demonstrate that nearly all pancreatitis tuft cells result from ADM (Figure 4). These results led us to hypothesize that the proclivity for acinar cells to undergo this cell state reprograming varies between mouse strains. As an initial test of this hypothesis we compared the relative area occupied by acinar and ductal cells in caerulein-treated pancreata from all seven strains. Amylase is a digestive enzyme produced by acinar cells, while cytokeratin is a structural protein characteristic of ductal cells. Consistent with this hypothesis, we found significantly less amylase expression in mouse strains that form tuft cells in response to injury (48.7 ± 3.8%; CD1, Swiss Webster, DBA/2, 129S6; *n* = 5 for CD1, *n* = 3 for all other strains) vs. those strains that do not (62.1 ± 5.6%; C57BL/6J, BALB/c, FVB; *n* = 3 each) (Figures 7A,B and Supplementary Figure S7). Cytokeratin expression, however, was not significantly different between the two groups (47.88 ± 9.9% for tuft cell positive stains vs. 48.1 ± 3.4% for tuft cell negative strains) (Figures 7A,B and Supplementary Figure S7). Interestingly, we found that TC+ strains are characterized by significantly more stromal deposition (collagen, 28.49 ± 10.52%; *n* = 4 for CD1, *n* = 3 for all other strains) than TC− strains (8.39 ± 5.74%; *n* = 3 for all strains) (Figures 7A,B and Supplementary Figure S7). When we evaluated co-expression of amylase and cytokeratin, we were surprised to find cells with acinar cell morphology that co-expressed both markers in the caerulein-treated pancreata from all seven strains, regardless of tuft cell status (Figure 8). Collectively, these data indicate that acinar cells up-regulate cytokeratin expression in response to injury, but do not necessarily undergo metaplasia (ADM). While this is suggestive of varying proclivity for ADM between strains, lineage tracing in each strain will be required to evaluate this hypothesis more thoroughly.

**FIGURE 7:**
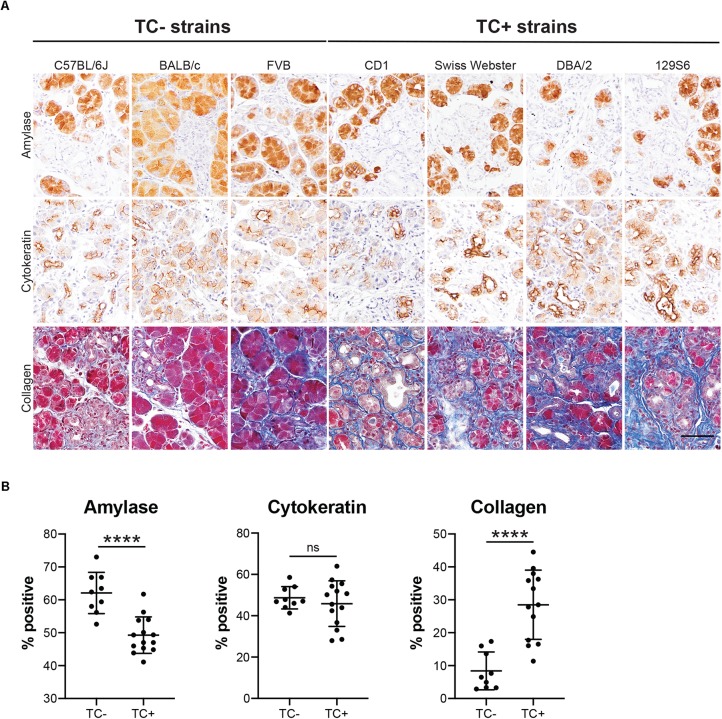
Epithelial and stromal marker expression in caerulein-induced pancreatitis varies by mouse strain. **(A)** IHC for acinar cell marker amylase or ductal cell marker cytokeratin (both brown), or collagen staining (Trichrome, blue) in the pancreata of mice treated with four cycles of caerulein, quantified in **(B)**. Scale bar, 50 μm. TC–, measurements from mouse strains lacking tuft cells (C57BL/6J, BALB/c, and FVB); TC+, measurements from mouse strains that form tuft cells in response to caerulein (CD1, Swiss Webster, DBA/2, 129S6). ****p < 0.01; ns, not significant.

**FIGURE 8:**
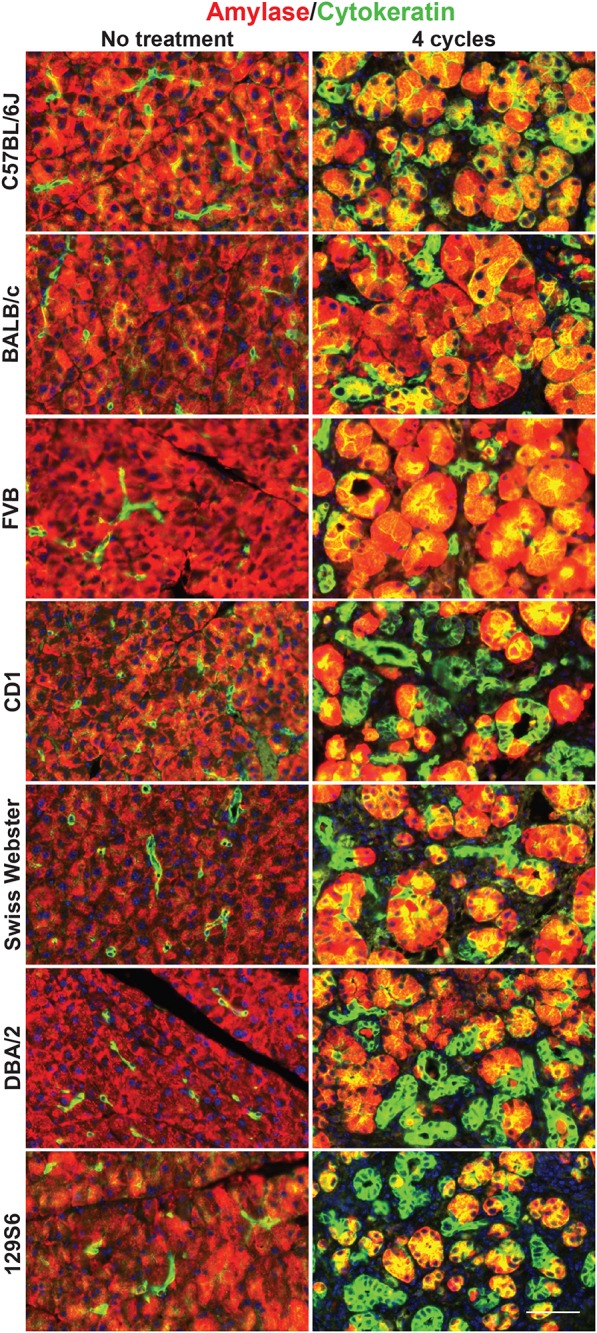
Co-expression of acinar and ductal markers in the normal or injured pancreata of wild type mice. Immunofluorescence for acinar cell marker amylase (red) or ductal cell marker cytokeratin (green) in the pancreata of untreated or treated (four cycles of caerulein) mice from all seven strains. Cells co-positive for amylase and cytokeratin appear yellow. Scale bar, 50 μm.

## Discussion

Our data show that tuft cell formation occurs in genetically wild type mice as part of the epithelial response to chronic pancreatic injury, and that this process is highly strain dependent. While tubulin kinase Dclk1 is a fairly specific tuft cell marker in the intestines, our data clearly show that non-tuft cells express Dclk1 under conditions of pancreatic injury, consistent with previous studies (Westphalen et al., 2016). Consequently, multiple markers must be used to confirm tuft cell formation, and additional analysis by electron microscopy provides the gold standard for unambiguous identification.

Our studies reveal that nearly all pancreatitis tuft cells arise from acinar cells, identifying a new layer of epithelial cell plasticity in pancreatic injury. One implication of this discovery is that tuft cells play a role in pancreatitis progression and/or recovery from injury. Previous studies have shown that in response to injury and regeneration, existing acinar cell populations mainly drive the genesis of new exocrine tissue rather than ADM-derived ductal cells (Desai et al., 2007; Strobel et al., 2007). This begs the question of the function of these morphologically distinct and highly specialized cells in pancreatitis. Consistent with a function in recovery, we found that, while two cycles of caerulein treatment is insufficient to induce tuft cell formation, pancreatic tuft cells will form in these mice during the recovery phase (data not shown).

We also show that pancreatitis tuft cells express cytokine IL-25. In the gut, it has been shown that tuft cell-derived IL-25 is required to mount a Th2 immune response to parasite infection. Tuft cell-derived IL-25 stimulates group 2 innate lymphoid cells (ILC2s) to produce IL-5, -9, and -13, promoting type 2 inflammation (Ting and von Moltke, 2019). IL-13 is sufficient to skew the lineage of undifferentiated intestinal epithelial cells toward tuft and mucin-producing goblet cells. Goblet cells then secrete large amounts of mucus, which aids in clearance of the infection (Gerbe et al., 2016; Howitt et al., 2016; von Moltke et al., 2016). While the pancreas is devoid of goblet cells, pancreatitis is characterized by the formation of mucin-producing cells, which may play a role in neutralizing injury and promoting epithelial recovery. Further, IL-25 itself has been shown to suppress tumorigenesis in a number of cancer models, including PDA, consistent with a protective role for tuft cells in pancreas disease (Benatar et al., 2010). 

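A list of secreted ligands that act in inflammation, written before the data were examined, had 31 listed members. Il25 was the only member called higher in tuft cells. Il1rn, Clcf1, Cxcl17 and Spp1 were called lower, and the list had a median log2 fold change of -0.60 (limma's camera, adjusted p = 0.0975). The list passed the threshold without non-tuft library 2 (adjusted p = 0.0197) and when the libraries were centred on ribosomal protein genes (adjusted p = 0.0160), where its median log2 fold change was 0.25 against 0.87 for all genes. Spp1 (chromosome 5, 104864137 to 104870069) was at 5.78 ± 2.06 (SD, n = 5 libraries) in tuft cells and 10.32 ± 1.05 (SD, n = 5 libraries) in non-tuft epithelial cells, with an adjusted p of 0.00413 (limma). Mif was lower in tuft cells by less than the fold threshold, with a log2 fold change of -1.62 (adjusted p = 0.0126, limma). The count of 1 higher member holds for this list only. Il7, which the list did not hold, was called higher at low values (log2 fold change 2.34, adjusted p = 0.00208, limma). In the eicosanoid pathway list, 10 of 31 members were called higher and 1 lower.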

While, IL-25 is an attractive candidate to study tuft cell function in pancreatitis, our RNA-seq analysis identified a number of other potential candidates, which also play a role in mediating inflammation and deserve further investigation (Supplementary File S1).

Interestingly, we found significant differences between mouse strains in their ability to form tuft cells in response to the same stimuli. All seven strains analyzed experience pancreatitis in response to chronic caerulein treatment, as evidenced by a significant decrease in the pancreas to body weight ratio and inflammation identified histologically, but epithelial heterogeneity was substantially different. It is well reported in the literature that different mouse strains, and even different mouse sub-strains, react to caerulein-induced injury with disparate immune infiltrates and varying severity of disease (Wang et al., 2010; Ulmasov et al., 2013). The root of these differences lies in the intrinsic genetic and epigenetic variations between strains. This poses interesting implications for susceptibility to pancreatitis in patients. This report, to the best of our knowledge, is the first to demonstrate strain-dependent tuft cell formation and susceptibility to ADM. As tuft cells likely play an important role in pancreatitis, genetic susceptibility to tuft cell formation may represent a critical factor in pancreatitis formation, severity, and progression in patients.

## Data Availability Statement

The data generated in this study has been deposited in the Gene Expression Omnibus (Accession No. GSE143749).

## Ethics Statement

The animal study was reviewed and approved by Iacuc, the Salk Institute for Biological Studies.

## Author Contributions

KD and GW contributed to the conceptualization. KD, RN, LF, C-YC, and CO’C contributed to the formal analysis. KD, TH, UM, and GW contributed to the funding acquisition and supervision. KD, RN, CR, and NL contributed to the investigation. KD and RN contributed to the project administration. TH, UM, and GW contributed to the resources. C-YC, LF, and UM contributed to the software. KD, RN, and NL contributed to the visualization.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

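Gene expression was measured by Smart-Seq2 RNA sequencing in 10 libraries from mice with caerulein-induced pancreatitis. Of these, 5 came from Cd45-neg; EpCAM+; Siglec f+ tuft cells and 5 from Cd45-neg; EpCAM+; Siglec f-neg non-tuft epithelial cells, with 100 sorted cells per library. The libraries were assigned to their groups and replicate numbers from the sample records. No other experiment of the paper had data that were used here, so the histology, lineage tracing and RT-qPCR results were left out.

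The authors mapped 50 bp single-end reads to mm9 with Hisat2 and quantified genes as RPKM with Stringtie and Ballgown. They removed genes with an RPKM variance across samples under 1, transformed the values to log2(RPKM + 1) and quantile normalized them with preprocessCore. The deposited table holds these normalized log2 values for 12160 genes, each library in its own column. It also holds the authors' own comparison of tuft against non-tuft epithelial cells, with a fold change as a linear ratio, a p-value and a false discovery rate. The fold ratio that the authors deposited equals 2 to the difference between the mean log2 values of the groups. The authors' p-value column was used only to check the computed values. Raw reads and read counts were not used here, so the depth of each library is unknown, no counting interval is given, and a value at the floor does not bound expression.

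The comparison was fitted on the deposited log2 values with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with default settings, no covariates and Benjamini-Hochberg adjustment over all listed genes. Genes were called differentially expressed at an adjusted p under 0.05 and a fold change over 4 in either direction. Single genes were also compared by an exact two-sided permutation test over all splits of the libraries. A gene was counted as at the floor in a library when it was listed at the lowest value of that library. The fit was tested on simulated data with 200 changed genes among 12160, where it called 99.0% of the genes changed by 5 on the log2 scale and 76.3% of those changed by 3, with 3.30% false calls among all calls and 0 calls when no gene was changed. The simulated values were normal and independent between genes, with no floor and no quantile normalization. These rates therefore check the fit and do not carry over to the 1010 called genes.

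The genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names for its RNA-seq or by antibody or reporter in CD-1 mice, the listed amylase genes, the 5 largest rises and 5 largest falls among called genes without overlap between the groups, the 3 members with the smallest p of each gene list used at a claim, and the 5 highest and 5 lowest differential expression scores. This gave 60 genes, without 1 that the rule selects and that is not reported here, and 1 gene that the paper names, Egfr, was not listed in the table. Other members of gene lists that are named were chosen after their values were seen.

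In all, 17 gene lists were written by hand before the data were examined: tuft, acinar, islet and ductal markers, the eicosanoid pathway, Fc gamma receptor phagocytosis, NOD-like receptor signaling, B cell proliferation regulation, infection sensing and response, inflammatory ligands, leukocyte-restricted, eosinophil, and fibroblast and endothelial markers, proliferation, dissociation response, housekeeping and sex genes. A bitter taste receptor gene that the table does not list was taken out of the infection list after the data were seen, which changed no test. They stand in for the ontology terms of the paper's network analysis, which was not repeated. The 16 lists with at least 5 listed members were tested with limma's camera at a preset correlation of 0.01, and the called members of each list were counted against all listed genes with Fisher's exact test. Both were adjusted by Benjamini-Hochberg over the lists.

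Libraries were clustered by Euclidean distance with complete linkage. The share of tuft markers in a non-tuft library was computed per gene as the linear value (2 to the log2 value, minus 1) divided by its mean in the tuft libraries, for markers with a mean log2 value of at least 4 in the tuft libraries. Acinar markers in tuft libraries were treated in the same way, with the groups exchanged. Gene positions and transcript lengths came from an annotation of NCBIM37, which held 91.7% of the listed names and a transcript length for 88.6%. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

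The alternatives tried were the replicate number as a block, adding 0.1 or 10 in place of 1 before taking log2, a mean log2 value of at least 2, centring on ribosomal protein genes, eBayes with trend and robust settings, each library left out in turn, a fold threshold of 2 or none, an adjusted p under 0.01, limma's treat, fry or an estimated correlation in place of camera, average linkage, and other marker and reference choices for the shares. Setting the floor of every library to 0 and removing a trend on transcript length and GC content were added after the data were seen.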

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

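Apart from limma's moderated test, all tests in this part were chosen only after the results were seen. In groups of 5 libraries, the highest or lowest library of a named gene or of a list mean was set apart from the others when its gap to the nearest library exceeded 0.71 of the range (Dixon's criterion). This occurred in 23 of 147 groups, where chance gives 1 in 20, or 7.35. In 13 of the 23 groups the 4 other libraries were all at the floor, so that any value above the floor is set apart, and the chance figure does not apply to them. These 13 values are marked in what follows as standing alone above the floor.

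Several transcripts that were higher in tuft cells stood alone above the floor in 1 non-tuft library. In non-tuft library 2 these were Siglecf (1.61) and Chat (2.07), and in non-tuft library 5 Gfi1b (2.61), Il25 (2.75), Pate4 (2.04) and Pstpip1 (0.76). Rac2 was at 4.00 in non-tuft library 5 and between 0 and 1.04 in the other non-tuft libraries. Expression of Dclk1 alone among tuft genes is argued against by the tuft markers in non-tuft library 2. There, the 47 markers with a mean log2 value of at least 4 in the tuft libraries had a median share of 9.22%. Tuft cells like the sorted ones, mixed in at 1 share, would bring all of their abundant transcripts. Of 16 abundant transcripts that were called higher in tuft cells and absent from non-tuft libraries 3 and 4, 25% were at the floor in non-tuft library 5, against 2.29% of other genes at the level their share would give. In non-tuft library 2 this was 37.5% against 18.8%, and in non-tuft library 1 it was 50% against 42.6%. The difference was clear in 1 library only, the transcripts were chosen for low values in non-tuft libraries, and a value at the floor sets no upper limit. Such a mixture therefore cannot be told apart from other sources of the tuft transcripts. Cells with part of the tuft program, such as cells of the tuft lineage without Siglec f, may be a source and were not tested.

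Both libraries numbered 5 were set apart by stromal genes. The mean of 18 fibroblast and endothelial markers was 3.80 in non-tuft library 5, against 0.59 to 1.13 in the other non-tuft libraries, and 3.14 in tuft library 5, against 0.53 to 0.79 in the other tuft libraries. The mean of 21 leukocyte markers was 2.53 in non-tuft library 5, against 0.80 to 1.18 in the other non-tuft libraries. In tuft library 5 it was 2.80, next to 2.60 and 2.50 in tuft libraries 3 and 4, so the leukocyte markers do not mark both libraries numbered 5. Lum was at 6.84 and 6.19 and Dcn at 8.34 and 6.84 in non-tuft and tuft library 5, while Dcn was listed at 0 in tuft libraries 1 to 4. Of the 18 markers, 12 were highest in replicate 5 of both groups, and 2 were above the floor in all non-tuft libraries. In all, 23 genes had a value of at least 2 in both libraries numbered 5 and were at the floor in all others, against at most 3 in any other of the 25 pairs of a non-tuft and a tuft library, and 5 of the 23 are in a written list. The stromal genes are consistent with stromal cells, or their RNA, in 1 mouse or preparation. A difference between the mice in the extent of fibrosis stays open and was not tested.

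Islet genes varied between libraries of the same group. The mean of 29 islet markers was 2.28 in tuft library 1, against 0.71 to 1.01 in the other tuft libraries, and Chga (2.87) and Pcsk2 (1.05) stood alone above the floor there. In non-tuft library 4, Pcsk2 was at 0.43, against 4.33 to 5.38 in the other non-tuft libraries. The shift of the islet list between the groups was matched or exceeded by 20 of 100 splits of the 10 libraries, the real one included. No technical explanation and no biological explanation was tested for these differences between libraries.

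In non-tuft library 3, Sucnr1 (3.54), Naip5 (1.38), Pla2g7 (0.33) and Il7 (0.041) stood alone above the floor. The Il7 value lies below the floor of non-tuft library 2. Bst1 was at 3.92 in non-tuft library 3, against 0 to 0.87 in the other non-tuft libraries. Klk1b4 stood alone above the floor in tuft library 3 at 1.52. Folr1 was lower in tuft library 1 (7.04, against 7.97 to 8.23 in the other tuft libraries), and Ccdc129 was higher there (4.88, against 4.09 to 4.23). Pik3r5 was at 6.05 in tuft library 2, against 5.46 to 5.62 in the others. No explanation was tested for these values.

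Some genes of leukocyte and endothelial cells, which the paper does not discuss, were higher in the tuft libraries. Their medians over the tuft libraries were 5.80 for Tek and 3.91 for Esam among endothelial genes, and 3.40 for Lck, 5.80 for Klrb1c, 4.69 for Kit, 11.85 for Plac8 and 3.45 for Ptprc among leukocyte genes. Klrb1c was listed at 0 in tuft library 2, and the groups also overlapped for Esam and Kit. Of the other endothelial genes in the list, Tie1 was also higher in every tuft library than in any non-tuft library (log2 fold change 1.35, adjusted p = 0.0318, limma), below the fold threshold of 4, while Pecam1 and Egfl7 did not exceed 0.547 in tuft libraries 1 to 4. Over all 21 listed leukocyte markers, the median of the mean values in the tuft libraries was 0.809, and 13 had a higher mean in the tuft libraries. Coro1a did not exceed 0.153 and Cd3d was listed at 0 in tuft libraries 1 to 4, while Cd79b was at 4.38 in tuft library 1. Of the 21 markers, 3 were above the floor in all non-tuft libraries and 2 are held by another list. Cells of these types or their RNA in the tuft libraries cannot be told apart from expression of these genes by tuft cells. The list spans several leukocyte types, a single type would leave the markers of the others at the floor, and the genes near the floor were singled out after their values were seen. Expression by tuft cells remains a hypothesis, and reads shared with related genes were not tested. The sorted cells were Cd45-neg, and the Ptprc values are of RNA.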

How the results depend on the processing

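The 1010 called genes became 278 when 10 was added to each RPKM in place of 1, all of them among the 1010, and 105 when the fold change itself was tested against 4 with limma's treat. Centring on ribosomal protein genes gave 1622 (1400 higher and 222 lower), of which 747 were shared. Centring shifts all fold changes by construction, and the cause of the other differences was not tested. All other alternatives gave between 680 (adjusted p under 0.01) and 1428 genes (fold over 2 or no fold threshold), and the 10 fits that each left out 1 library gave from 841 to 1010. With the floor of every library set to 0, the count was 1007, and with a correction for transcript length and GC content 1034, both chosen after seeing the data.

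With the replicate number as a block, 1009 genes were called (518 higher and 491 lower), of which 961 were shared with the fit without the block. Deviations from the group means correlated by 0.062 to 0.240 between libraries with the same number and by -0.174 to 0.139 between libraries with different numbers. Every correlation between same-number libraries was positive, but the ranges overlap. They neither establish nor exclude a pairing by number. No call of a named gene or gene list changed under the block.

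Of the 60 named genes, 51 kept their direction and their side of an adjusted p of 0.05 under all 18 alternatives (2 of them chosen after seeing the data), Dclk1 and Il25 among them, though 5 of the 60 were not tested under a mean log2 value of at least 2, which leaves fewer genes. By the adjusted p and the fold threshold together, 55 of the 60 were called, and 40 of the 60 kept their status under all alternatives. With 10 added, 16 lost the call, Il25 among them. This constant shrinks the fold changes of genes with low values by construction, while Chga lost its call by its adjusted p. Txnip, with a log2 fold change near the threshold (-2.11 to -1.85 with 1 library left out), gained a call with 0.1 added and without non-tuft library 1 or 2 or tuft library 1 or 5. Centring on ribosomal protein genes took the call from Chga, Mki67, Hhex and Ttr and gave 1 to Epcam. The sign of the Sucnr1 difference reversed under the same centring (adjusted p = 0.926 from limma's moderated test), as the centring moves all genes alike. Its adjusted p was 0.453 to 0.953 over its alternatives. Sucnr1 was at the floor in all tuft libraries, so its fold change is not measurable. The genes whose adjusted p crossed 0.05 were Epcam, Chga, Sst, Ptgs1, Mki67, Ttr, Txnip and Mif. Those of Ttr, Txnip and Mif did so only under the same centring (0.0605, 0.0830 and 0.170, limma), that of Mki67 under it and with 10 added (0.0594 and 0.0801), and that of Ptgs1 with 0.1 added (0.0704). Chga was above 0.05 with 0.1 added (0.0917), with 10 added (0.0589) and under that centring (0.0646), and Epcam with 0.1 added (0.0654). Leaving out 1 library took Epcam above 0.05 (0.0076 to 0.0850 over its alternatives, 0.0850 without tuft library 5), and Chga (0.0024 to 0.103, 0.103 without non-tuft library 3), and Sst below it (0.0100 to 0.140, 0.0100 without non-tuft library 4). The cause was not tested.

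Of the 16 gene lists, 7 were called, and from 7 to 8 across the fits that each left out 1 library. With the correlation estimated from the data, 1 list was called, and the adjusted p rose to 0.0583 for tuft markers, 0.0732 for acinar markers, 0.0732 for Fc gamma receptor phagocytosis, 0.0742 for the eicosanoid pathway and 0.224 for islet markers. The cause was not tested. The B cell list was called under fry (0.00489) and over genes with a mean log2 value of at least 2 (0.00755), with 0.00489 to 0.306 over its alternatives. The ligand list was called when centred on ribosomal protein genes (0.0160) and ranged from 0.0197 to 0.201 with 1 library left out. Its lowest value with a library left out came without non-tuft library 2. The leukocyte list was called without non-tuft library 5 (0.0126) or tuft library 2 (0.0138), with up to 0.628 over its alternatives.

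Lists that were not shifted changed sign without passing the threshold. The NOD-like receptor list reversed at a mean log2 value of at least 2 (adjusted p = 0.488). Ductal markers reversed under fry (0.992), trend and robust settings (0.905), 10 added (0.889) and a mean of at least 2 (0.924), and ranged from 0.670 to 0.993 with 1 library left out, reversing without non-tuft library 3 or 4. Fibroblast and endothelial markers reversed under fry (0.914) and ranged from 0.205 to 0.993 with 1 library left out, reversing without non-tuft library 5 or tuft library 1. Sex genes reversed with 0.1 added (0.988) and ranged from 0.731 to 0.993 with 1 library left out, reversing without non-tuft library 5. The cause was not tested. The clustering and the marker shares did not change beyond their spread under the alternatives run for them. The depth of the libraries is unknown, which limits what values at the floor can show for genes with low expression.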

Differences from the paper's values

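No value that the paper states for these data differed from the value computed here. The paper's count of differentially expressed genes is 1010, and 1010 were called here. The fold changes of Dclk1, Pou2f3, Trpm5, Il25 and Siglecf in the paper's supplementary table, which was read in part (1998 entries, with 10162 left out of the copy used), equal those computed here.

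Some results differ from statements in the paper. The paper states that tuft cells had low-to-no expression of acinar cell markers, with amylase genes as its example. All 6 listed amylase genes were called lower here. The paper also reports that some acinar cell genes were detected in tuft cells, at significantly lower levels than in non-tuft epithelial cells. Its text does not name these genes, so the difference concerns the list used here. Of 47 listed acinar genes, 8 did not pass the threshold. With the list's own adjustment in place of that over all genes, 46 of the 47 had an adjusted p under 0.05 (limma). Tuft values of Clps reached 15.21, and Ctrb1 in tuft library 4 equalled its highest non-tuft value. Both genes ranked at or near the top in tuft library 4 and in the non-tuft libraries. Quantile normalization gives such ranks the same value in every library. An equal value therefore shows an equal rank and not equal expression.

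Figure 2C shows no mark of significance for EpCAM. Here Epcam had an adjusted p of 0.0329 (limma) with no overlap between the groups, below the fold threshold of 4. Its adjusted p ranged from 0.0076 to 0.0850 over its alternatives and was above 0.05 in 6 of them: with 0.1 added to each RPKM, and without non-tuft library 1, 2 or 4 or tuft library 3 or 5.

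Figure 2D names NOD-like receptor signaling and regulation of B cell proliferation among the terms of genes higher in tuft cells. The hand-written list for NOD-like receptor signaling was not called under camera (adjusted p = 0.780) or under any alternative (0.176 to 0.960). The list for B cell proliferation was not called under camera (0.0975), with up to 0.306 over its alternatives. It was called under fry (0.00489) and over genes with a mean log2 value of at least 2 (0.00755). By Fisher's exact test, its members called higher, 9 of 43, were also a surplus (adjusted p = 2.95e-04). For the NOD-like receptor list, the same test gave an adjusted p of 0.673. These lists are not the terms of the paper's network analysis.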

Other observations

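The gene lists in this part were written before the data were examined. Their tests with camera, fry and an estimated correlation, and limma's moderated test of single genes, were planned. All other tests in this part, including those on splits of the libraries, were chosen only after the results were seen. Among 100 of the 126 splits of the 10 libraries into 5 and 5, only the real split gave as many as 1010 called genes (1 of 100). The largest count among the other splits was 15 and the median 0. For the number of gene lists called by camera, 13 of 100 splits gave 7 or more, with at most 9 and a median of 4 among the other splits, so a count of 7 lists does not set the real split apart.

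For single lists, the number of the 100 splits with a camera p as small as that of the real split, the real one included, was 1 for tuft markers, 2 for acinar markers, 1 for Fc gamma receptor phagocytosis, 3 for the eicosanoid pathway and 1 for proliferation. It was 5 for B cell proliferation regulation, 46 for infection sensing and response, 66 for NOD-like receptor signaling, 31 for inflammatory ligands and 23 for the dissociation response. For these lists and the islet markers, the share of such splits, the real one included, is not under 0.05.

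Transcript length and GC content were considered as a technical source of the calls. After a trend on both was removed from each library, 964 of the 1010 genes were still called, which argues against such a trend as the main source. Lengths were known for 90.7% of the genes called higher and 95.1% of those called lower.

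Acinar transcripts in the tuft libraries may come from acinar cells or RNA carried along during sorting, or from expression by tuft cells. The paper names the acinar origin of tuft cells as a possible reason. The median share of acinar markers differed between tuft libraries by 31.5-fold, while the share of other genes called lower in tuft cells differed by 1.72-fold. The other genes were selected by their call and the acinar markers were not, so these ranges are not a like comparison. Abundant acinar genes (a mean of at least 10 in the non-tuft libraries) had a higher median share than those under 8 in each tuft library, with 13.6% against 2.91% in library 1, 9.21% against 1.70% in 2, 2.93% against 2.77% in 3, 31.3% against 4.71% in 4 and 0.562% against 0.032% in 5. A carry-over adds a single share to all genes, but quantile normalization changes ratios between levels, so carried RNA and retained expression cannot be told apart from these values. Differences between mice in the progress of the change from acinar to tuft cells also stay open and were not tested.

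Proliferation genes were lower in tuft cells, with 15 of 36 listed members called lower and 0 higher (17 lower when adjusted over the list alone), a median log2 fold change of -1.84 and an adjusted p of 6.60e-15 (camera). Over the members with neither group entirely at the floor, the median was -1.49. Mki67 was at 0.96 to 4.54 in the non-tuft libraries and at or below 0.59 in the tuft libraries (log2 fold change -2.59, adjusted p = 0.0122, limma). Of the lists called by camera, this was the only one also called with the correlation estimated from the data (adjusted p = 3.20e-04).

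Dissociation response genes were lower in tuft cells as a list of 20 (median log2 fold change -1.16, camera, adjusted p = 0.0112), a call that did not hold under fry (0.0753) or with the correlation estimated (0.335, the highest over its alternatives). Jun, Ier3 and Hspb1 were called lower and Klf4 higher. Among 30 listed ductal markers, Krt8, Krt18, Tspan8 and Lgals4 were called higher and Hes1, Spp1, Aqp5 and Ambp lower, and the list was not shifted (camera, adjusted p = 0.876). Krt18 is also in the list of tuft markers. The fibroblast and endothelial list had a median log2 fold change of -0.60 (camera, adjusted p = 0.831), with Sparc called lower and Tek and Esam higher. The leukocyte list had a median of 0.19 (camera, adjusted p = 0.0976), with 4 of 21 genes called higher and 0 lower. Of the eosinophil markers, 2 were listed, Siglecf and Ltc4s. Both were called higher in tuft cells, and the list was not tested because it was so short.

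Housekeeping genes were not shifted (16 genes, median log2 fold change 0.01, camera, adjusted p = 0.507), and 0 were called, while 2 had an adjusted p under 0.05 without the fold threshold. Gapdh was at the floor in 5 libraries and did not exceed 2.67 in the others, whereas Actb, Rplp0 and Eef1a1 exceeded 7.9 in every library. Of 5 listed sex genes, 0 were called (camera, adjusted p = 0.895). Xist was listed at 0 in all tuft libraries.

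The hormone genes of islet cells differed between the non-tuft libraries. Ins1 was at 13.44, 8.25, 3.89, 0.48 and 2.64 in non-tuft libraries 1 to 5 and did not exceed 4.23 in the tuft libraries. Gcg was at 9.61 in non-tuft library 5 and at the floor in all others. Ppy was at 0 in all tuft libraries and from 0.95 to 9.76 in the non-tuft libraries. The mean over the islet list was 6.47, 4.28, 3.99, 0.61 and 4.44 in non-tuft libraries 1 to 5.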
